# Osteopontin Exacerbates High-Fat Diet-Induced Metabolic Disorders in a Microbiome-Dependent Manner

**DOI:** 10.1128/mbio.02531-22

**Published:** 2022-10-27

**Authors:** Jianing Chen, Ping Zeng, Lan Gong, Xujun Zhang, Zongxin Ling, Kefan Bi, Fan Shi, Kaihang Wang, Qiong Zhang, Jingjing Jiang, Yanhui Zhang, Toshimitsu Uede, Emad M. El-Omar, Hongyan Diao

**Keywords:** osteopontin, high-fat diet, metabolic disorder, gut microbiome, adhesion

## Abstract

The gut microbiome is involved in metabolic disorders. Osteopontin (OPN), as a key cytokine, contributes to various inflammation-related diseases. The underlying role of OPN in the microbiome remains poorly understood. Here, we investigated whether OPN could modulate metabolic disorders by affecting gut microbiota. In our present study, we found that the expression of OPN was elevated in individuals with obesity compared to that observed in healthy controls. There was a positive correlation between plasma OPN levels and body mass index (BMI) in humans. Moreover, OPN significantly exacerbated lipid accumulation and metabolic disorders in high-fat diet (HFD)-fed mice. Importantly, OPN significantly aggravated HFD-induced gut dysbiosis with a key signature profile. Fecal microbiota transplantation also supported the role of OPN in HFD-induced metabolic disorders in a microbiota-dependent manner. Moreover, the microbiome shift of OPN-deficient mice would be compensated to resemble those of wild-type mice by feeding with either OPN-containing milk or recombinant OPN protein *in vivo*. Furthermore, metagenomic analysis showed that OPN induced a higher abundance of *Dorea* and a lower abundance of *Lactobacillus*, which were positively and negatively correlated with body weight, respectively. Indeed, the abundance of *Dorea* was significantly decreased after *Lactobacillus* administration, suggesting that OPN may regulate the intestinal abundance of *Dorea* by reducing the colonization of *Lactobacillus*. We further confirmed that OPN decreased the adhesion of *Lactobacillus* to intestinal epithelial cells through the Notch signaling pathway. This study suggested that OPN could exacerbate HFD-induced metabolic dysfunctions through the OPN-induced alteration of the gut microbiome. Therefore, OPN could be a potential therapeutic target for metabolic syndrome.

## INTRODUCTION

Due to drastic changes in human lifestyle over the past century, metabolic disorders are becoming a global epidemic risk for public health. Metabolic disorders include the interrelated metabolic constellation of dyslipidemia, insulin resistance, and hepatic steatosis. More recent studies showed that the intestinal microbiome plays a crucial role in metabolic disorders (1, 2). The gut microbiome is also sensitive to dietary factors as well as other host factors. For example, obesity and insulin resistance were reported in germfree (GF) mice treated with Enterobacter cloacae on a high-fat diet (HFD) (3). Probiotics such as Lactobacillus could inhibit chylomicron secretion from enterocytes and promote lipid storage (4). Furthermore, fecal microbiota transplantation (FMT) from HFD-fed mice to GF mice led to a significant gain of weight and severe metabolic disorders in the recipient mice (5). In addition, the alteration of the microbiome has influence on many host pathways, such as those for energy regulation and lipid metabolism (6, 7), suggesting gut microbiota as a potential target for dyslipidemia therapy. However, until now, these intervention strategies, including FMT, are not always effective, and this might be due to the interference of the host factors.

Osteopontin (OPN), as a key cytokine, is present in the blood and milk of mammals. OPN is involved in chronic inflammatory diseases, including hepatitis, cancer, and other immune diseases (8–12). For instance, OPN-deficient mice displayed less severe hepatic steatosis (13). A reduced absorption of cholesterol was also observed in OPN-deficient mice, and this prevented gallstone formation (14). Furthermore, the level of OPN is regarded to be increased in obesity-associated diseases (15, 16). These studies indicated that OPN may influence the absorption and metabolism of lipids. This link, combined with the previously reported gut-lipid-metabolic disorder axis, leads to our hypothesis that OPN might affect metabolic disorders by altering the gut microbiome and lipid metabolism.

In this study, we first found that OPN levels were significantly higher in subjects with obesity and that a positive correlation existed between OPN levels and body mass index (BMI) in humans. Next, we confirmed this OPN-lipid metabolism link in a mouse model and investigated whether and how OPN modulated lipid metabolism. We demonstrated that there was a resistance to HFD-induced dyslipidemia in the OPN-deficient mice, in which OPN regulated the gut microbiome to influence lipid metabolism. Interestingly, FMT experiments further confirmed the effect of OPN on the gut microbiome in HFD-induced dyslipidemia. Cross-fostering experiments showed that feeding OPN-deficient infant mice with OPN-containing milk resulted similar microbiome communities to those of wild-type mice. Finally, we suggested a possible mechanism of OPN modulating microbiota, in which OPN decreased the adhesion of the typical probiotic bacteria *Lactobacillus* to intestinal epithelial cells by inhibiting the production of adhesion molecules. This study showed that OPN could contribute to metabolic disorders through the OPN-induced alteration of the gut microbiome and lipid metabolism.

## RESULTS

### Requirement of OPN in high-fat diet-induced lipid accumulation.

Since it has been shown that OPN is involved in lipid metabolic-associated fatty liver disease (13, 17), we first compared the human plasma levels of OPN between individuals with obesity and healthy controls (HC). Consistent with the previous study (18), the OPN levels were significantly higher in subjects with a high body mass index (BMI) than those measured in controls with a normal BMI (HC) (Fig. 1A). Moreover, there was a positive correlation between human OPN levels and BMI (Fig. 1B). To determine whether OPN also contributed to lipid accumulation in a mouse model, we measured the OPN levels in different tissues of wild-type (WT) mice fed with a high-fat diet (HFD) or a normal diet (ND). The levels of plasma and intestinal OPN were both significantly increased in the HFD-WT mice compared to the ND-WT mice (Fig. 1C). Next, we found that HFD significantly increased body weight in WT mice from 12 to 24 weeks but failed to do so in OPN-KO mice (Fig. 1D; Fig. S1A). No significant difference in food intake was observed between the two groups (HFD-WT versus HFD-KO), suggesting that food consumption was not the explanation for the effects of OPN on weight gain and lipid accumulation (Fig. 1E). Magnetic resonance imaging (MRI) revealed an increased fat mass in the abdomen of the HFD-WT mice compared to that of HFD-KO mice (Fig. 1F; Fig. S1B). Furthermore, an assessment of abdominal adipose tissue indicated that HFD induced more lipid accumulation and the enlargement of adipocytes in HFD-WT mice, while no significant changes were observed in the OPN-KO mice fed with HFD (Fig. 1G; Fig. S1C and D). Taken together, these results indicate the involvement of OPN in HFD-induced lipid accumulation.

**FIG 1:**
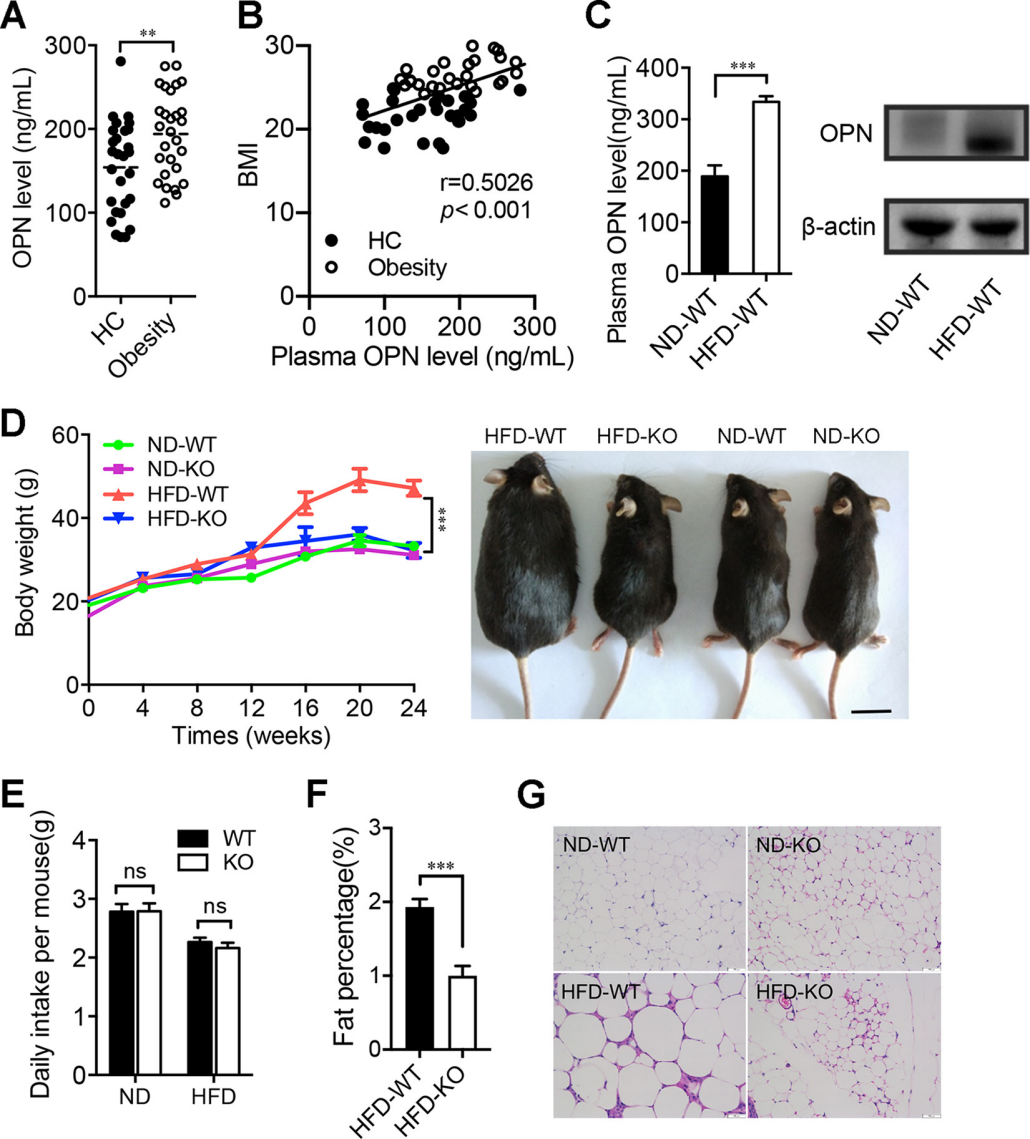
Osteopontin (OPN) deficiency resisted the high-fat diet (HFD)-induced lipid accumulation. The plasma samples of individuals with obesity (Obesity, *n* = 28) and nonobese healthy controls (HC, *n* = 27) were collected. (A) Plasma OPN levels and (B) the correlation of BMI and plasma OPN levels were assessed. Then, wild-type (WT) and OPN knockout (KO) mice were fed with a normal diet (ND) or a high-fat diet for 24 weeks. (C) The plasma and intestinal OPN levels in WT mice were measured after 24-weeks of ND-feeding or HFD-feeding (ND-WT, HFD-WT). (D) Dynamic observation of body weight at week 0 to 24 and the representative image of mice at week 24 in ND-fed or HFD-fed WT and KO mice (ND-WT, ND-KO, HFD-WT, HFD-KO). (E) Comparison of daily diet intake per mouse among the four groups of ND-WT, ND-KO, HFD-WT and HFD-KO mice. (F) Fat percentage (%) in HFD-WT and HFD-KO mice. (G) Representative histological images of hematoxylin-eosin (HE) staining on adipose tissues in mice (ND-WT, ND-KO, HFD-WT, HFD-KO). Data are given as the means ± the standard errors of the mean (SEMs). A Student’s *t* test (panels A, C, and F), the Spearman’s rank correlation (panel B), and a two-way analysis of variance (ANOVA) (panels D and E) were used to analyze the data with *n* = 8 to 12 per group, **, *P* < 0.01; ***, *P* < 0.001.

10.1128/mbio.02531-22.4 FIG S1 More accumulated lipid in WT mice fed with HFD. (A) The level of body weight was detected in the WT and KO mice at week 24 with ND or HFD administration. (B) T1-weighted MRI measurement in HFD-WT and HFD-KO mice. (C and D) The weight and the size of abdominal adipose tissue were determined in WT and KO mice fed with ND or HFD. (E) Representative histological images of HE staining of liver in four groups. Original magnification, scale bars, 50 μm. Data are given as mean ± SEM. A two-way ANOVA (panels A, C) was used to analyze the data with *n* = 8 to 12 per group. ***, *P* < 0.001. Download FIG S1, TIF file, 2.6 MB. Copyright © 2022 Chen et al. 2022 Chen et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### OPN deficiency exhibited metabolic protective effects in HFD-fed mice.

In the liver, HFD induced an elevated level of OPN (Fig. 2A). In addition to interference with lipid homeostasis, there were significantly increased liver weight and lipid accumulation in HFD-WT mice compared to those in the other three groups: HFD-KO, ND-WT, and ND-KO (Fig. 2B and C; Fig. S1E). The hepatic levels of related indicators of glycolipid metabolism, such as total cholesterol (TC) and triglycerides (TG), were also markedly higher in the HFD-WT mice compared to the other three groups (Fig. 2D and E). Furthermore, we measured the plasma levels of TC, TG, high-density lipoprotein (HDL), and low-density lipoprotein (LDL). Indeed, these lipid metabolic parameters were significantly increased in the HFD-WT mice compared to those observed in the HFD-KO mice (Table 1). Compared with the HFD-KO mice, there were significantly increased levels of blood glucose, insulin, and leptin in the HFD-WT mice with decreased glucose tolerance and impaired insulin sensitivity, while the OPN^−/−^ mice were resistant to the disorder of glucolipid metabolism induced by HFD (Table 1; Fig. S2A and B). These results collectively suggest a resistance to HFD-induced lipid accumulation and metabolic disorders in the OPN-deficient (KO) mice.

**FIG 2:**
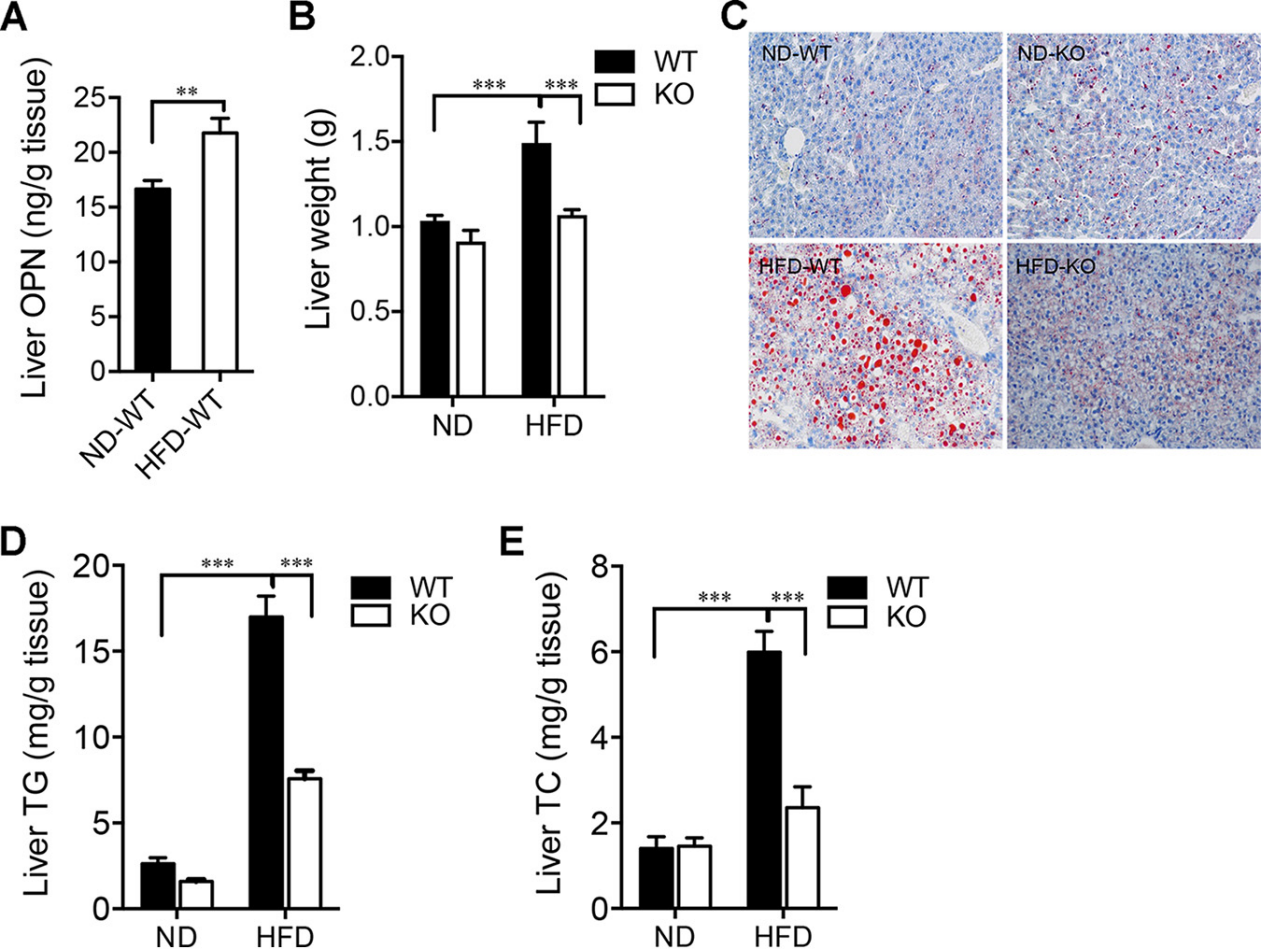
OPN aggravated liver lipid metabolic disorders in HFD-fed mice. Liver was obtained from WT or KO mice at week 24 of feeding with ND or HFD. (A) Hepatic OPN levels in WT mice were measured after week 24 of ND-feeding or HFD-feeding (ND-WT, HFD-WT). (B) Liver weights were compared between the ND or HFD-fed WT and KO mice. (C) Representative histological images of lipid content assessed with Oil Red O staining. Original magnification, scale bars, 50 μm. Comparison of (D) liver triglyceride (TG) and (E) cholesterol (TC) levels in the ND or HFD-fed WT and KO mice. A Student’s *t* test (panel A) and a two-way ANOVA (panels B, D, and E) were used to analyze the data. Data are given as the mean ± SEM. *n* = 6 per group, **, *P* < 0.01; ***, *P* < 0.001.

**TABLE 1:** Biochemical data of serum parameters in the four groups of mice^*a*^

Serum parameter	ND-WT	ND-KO	HFD-WT	HFD-KO	ND-WT vs HFD-WT	HFD-WT vs HFD-KO	HFD-KO vs ND-KO vs ND-WT
Triglycerides (mg/dL)	114.0 ± 10.16	91.2 ± 10.56	225.8 ± 18.47	84.0 ± 1.45	***	***	ns
Total cholesterol (mg/dL)	104.4 ± 8.10	87.5 ± 6.30	244.0 ± 20.65	103.8 ± 1.93	***	***	ns
HDL (mg/dL)	75.3 ± 7.21	62.7 ± 4.84	232.0 ± 24.73	83.3 ± 3.42	***	***	ns
LDL (mmol/L)	0.1 ± 0.01	0.2 ± 0.02	1.2 ± 0.07	0.3 ± 0.04	***	***	ns
Glucose (mmol/L)	6.6 ± 0.64	6.9 ± 0.54	10.3 ± 1.12	7.8 ± 0.54	*	ns	ns
Insulin (ng/mL)	0.7 ± 0.18	0.7 ± 0.13	1.7 ± 0.02	0.4 ± 0.07	***	***	ns
Leptin (ng/mL)	13.2 ± 4.26	4.8 ± 0.73	133.3 ± 5.33	56.2 ± 14.98	***	***	ns

a Student’s *t* test, *, *P* < 0.05; ***, *P* < 0.001; ns, non significant.

10.1128/mbio.02531-22.5 FIG S2 OPN aggravated lipid metabolic disorders in HFD-WT mice. Liver was obtained after 24 weeks of the administration of the ND or HFD diet. Effect of OPN deficiency on the percentage (area under the curve, AUC) of initial blood glucose levels during (A) insulin tolerance test (ITT), (B) glucose tolerance test (GTT), (C and D) serum TG and HDL levels during an oral lipid tolerance test (OLTT). (E and F) Synthases (FAS, ACC, and HMG-CoAR) and lipidolytic enzymes (ACO, CAT, and AMPK) were both analyzed and compared in HFD-fed WT and KO mice. Data are given as mean ± SEM. Two-way ANOVAs were used in panels A–D, and two-tailed Student’s *t* tests were used in panels C–F. *n* = 4−6 per group. *, *P* < 0.05; ***, *P* < 0.001. Download FIG S2, TIF file, 0.4 MB. Copyright © 2022 Chen et al. 2022 Chen et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### OPN facilitated HFD-induced intestinal metabolic dysfunction.

To address the role of OPN in the digestion of lipids, we performed an oral lipid tolerance test, and the results of fat absorption showed no difference between the two groups of HFD-fed mice (WT and OPN-KO) (Fig. S2C and D). In addition, we also analyzed and compared the levels of lipid synthetase and lyase in the livers of the two groups of HFD-fed mice. There was no difference in the levels of these lipid metabolic enzymes between these two groups (Fig. S2E and F).

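RNA of intestine tissue was sequenced from 3 WT mice (HFD-WT) and 3 OPN-KO mice (HFD-KO) fed for 24 weeks a diet with 60% of its energy as fat. The paper's methods name TRIzol for the extraction of RNA, HISAT2 for the alignment and FPKM as the expression level. The deposited table holds, for each gene and mouse, the authors' read count and FPKM. The genome build and the part of the intestine are not given in the sources used here. The raw counts were used to compare genes between the groups, and the FPKM were used to count expressed genes and to compare whole samples. The total count per mouse ranged from 19190006 to 25565082. Of the 52636 genes with an identifier, 15721 had enough counts for edgeR's filter and were tested with its quasi-likelihood test after TMM normalization. Spp1, the gene that encodes OPN, lies on chromosome 5 from 104435118 to 104441050 in the coordinates of the deposited table. It had 13, 39 and 44 counts in the HFD-WT mice and 11, 13 and 18 counts in the HFD-KO mice. Its log2 fold change of HFD-WT over HFD-KO was 1.47 (standard error 0.53, adjusted p = 0.239 from edgeR), and it passed the test only without HFD-WT replicate 1 (log2 fold change 1.88, adjusted p = 0.0261). At these low counts Spp1 did not separate the genotypes, since the highest count among the HFD-KO mice exceeded the lowest among the HFD-WT mice.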

To investigate whether OPN deficiency protects from dyslipidemia by mediating the metabolism of lipids in mice, a transcriptome analysis was conducted using the intestine tissue collected from two groups of HFD-fed mice (WT and OPN-KO). 

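The HFD-WT mice scored 24.8, 24.1 and 19.6 on the first principal component of the transcriptome, and the HFD-KO mice scored -28.3, -19.2 and -21.1. This component held 42.1% of the variance in log2(FPKM + 1) of 11933 genes. The second component held 28.5% and set HFD-WT replicate 1, at -36.9, apart from HFD-WT replicates 2 and 3, at 20.0 and 18.2. Genes of the interferon response, which are switched on in infected or inflamed tissue, were higher in HFD-WT replicate 1 than their mean over the 6 mice by 0.971 on the log2 scale, and stood at -1.58 and -1.44 in HFD-WT replicates 2 and 3. Genes of Paneth cells, the epithelial cells that secrete antimicrobial peptides, stood at -1.24 in HFD-WT replicate 1, and genes of goblet cells, which secrete mucus, at -1.03. Genotype accounted for 41.4% of the variance between the 6 mice (exact permutation test on Euclidean distances, p = 0.1, the smallest p that 3 mice against 3 allow). The highest share for any other split of these mice into equal groups was 24.4%.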

By performing a principal components analysis (PCA), the samples were separated into two distinct subgroups based on the presence or absence of OPN (HFD-WT versus HFD-KO) (Fig. S3A). A Venn diagram analysis showed that the fragments per kilobase of transcript per million mapped reads (FPKM) were greater than 1 in the HFD-WT group and the HFD-KO group. We found that the total numbers of expressed genes in the HFD-WT group and the HFD-KO group were 11,353 and 11,573, respectively, of which 10,993 were shared by both groups (Fig. S3B). 

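Counted by a mean FPKM above 1 in the group, 11353 genes were expressed in the HFD-WT mice, 11573 in the HFD-KO mice and 10993 in both. Single mice had 11154 to 11632 genes above that level. The enterocyte genes Apoc3, an apolipoprotein of chylomicrons, and Lct, the lactase of the brush border, were among those expressed in both groups. The mean FPKM of Apoc3 was 1510 in the HFD-WT mice and 724.8 in the HFD-KO mice, and that of Lct was 346.7 and 221.0. The mean FPKM of Cdh1, which encodes E-cadherin, was 167.4 in the HFD-WT mice and 175.0 in the HFD-KO mice. Spp1 stayed below the level in both groups, at a mean FPKM of 0.925 in the HFD-WT mice and 0.324 in the HFD-KO mice. No test was applied to these counts of genes.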

There were 764 differentially expressed genes, including 293 genes upregulated and 471 genes downregulated, in the HFD-WT mice compared to the HFD-KO mice (Fig. S3C). 

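Genes of the circadian clock and single genes of lipid and glucose metabolism were among those that rose in the HFD-WT mice. Genes of T cells and of the response to interferon were among those that fell. Dbp, a transcription factor driven by the clock, was at a CPM of 23.4 ± 6.24 (SD, n = 3) in the HFD-WT mice and at 1.51 ± 0.031 (SD, n = 3) in the HFD-KO mice, a log2 fold change of 3.95 (standard error 0.25, adjusted p = 0.000454 from edgeR). Pck1, an enzyme of gluconeogenesis, had a log2 fold change of 2.15 (standard error 0.27, adjusted p = 0.0127), which no longer passed the test without HFD-KO replicate 1 (adjusted p = 0.0720) or HFD-KO replicate 3 (adjusted p = 0.0593). Ubd, a ubiquitin-like protein induced by interferon gamma and TNF, was at a CPM of 4.22 ± 0.506 (SD, n = 3) in the HFD-WT mice and at 156.9 ± 14.4 (SD, n = 3) in the HFD-KO mice, a log2 fold change of -5.21 (standard error 0.17, adjusted p = 4.93e-06 from edgeR). Reg3g, an antimicrobial lectin of the epithelium, had a log2 fold change of -2.40 (standard error 0.31, adjusted p = 0.0129), which no longer passed without HFD-KO replicate 1 (adjusted p = 0.0720). The other genes chosen for their large increases were Cyp4a10, Cym, Rdh16f2, Otop2, Spsb4, Pcdh19, Hsd3b3, Tef, Akr1c14 and Nt5e, with log2 fold changes from 1.82 for Nt5e to 3.79 for Cyp4a10. Those chosen for their large decreases were Trat1, Cd8b1, Cd6, Kcna3 and Lat of T cells, and H2-Q7, Ido1, Tgtp2 and Pla2g16, with log2 fold changes from -3.40 for Trat1 to -2.04 for Pla2g16. Dbp, Tef, Rdh16f2, Ubd and Pla2g16 passed in all 12 alternatives, while Cyp4a10 lost its call in 8, Hsd3b3 and Trat1 in 7, Akr1c14, Cd8b1 and Nt5e in 6, Kcna3 and Tgtp2 in 5, Cd6, Ido1 and Cym in 4, Lat in 3, Otop2 and Spsb4 in 2, and Pcdh19 and H2-Q7 in 1. Of 22 measured genes of T and NK cells, 14 fell, among them Gzmb, Gzma, Cd3g and Lck, and 8 did not pass the test (19 were lower when adjusted over the list alone). The call of Lck was lost in 5 of 12 alternatives, that of Cd3g in 4 and those of Gzma and Gzmb in 1 each. Of 17 measured clock genes, Dbp, Tef, Hlf, Nr1d1, Nr1d2 and Per3 rose and 11 did not pass (9 were higher and 4 lower when adjusted over the list alone). The call of Per3 was lost in 6 of 12 alternatives, those of Nr1d1 and Nr1d2 in 4 each and that of Hlf in 2. Set against all other genes with camera, the list of T and NK cells was lower (adjusted p = 1.69e-20) and that of the clock higher (adjusted p = 6.7e-05), each with an adjusted p = 0.491 with an estimated correlation. In all, edgeR called 39 genes higher and 96 genes lower in the HFD-WT mice at an adjusted p under 0.05, and 28 of the 96 were segments of immunoglobulin or T cell receptor genes. DESeq2 called 324 higher and 499 lower on the same genes, and edgeR without its filter on low counts called 380 and 640. The counts were 342 higher and 407 lower without HFD-WT replicate 1, 29 and 36 without HFD-WT replicate 2, 17 and 27 without HFD-WT replicate 3, 9 and 16 without HFD-KO replicate 1, 14 and 56 without HFD-KO replicate 2, and 7 and 9 without HFD-KO replicate 3.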

A heat map showed all of the differentially expressed genes in both groups (Fig. S3D). 

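Among the 39 genes that edgeR called higher in the HFD-WT mice, 34 carry biological process annotations of the Gene Ontology in the deposited table. Pck1, Hsd3b3, Nr1d1 and Pecr, a peroxisomal reductase of fatty acid elongation, carry the term lipid biosynthetic process, 4 genes where 1.03 were expected. Cyp4a10, a hydroxylase of fatty acids, Pecr and Ghr, the growth hormone receptor, carry the term fatty acid metabolic process, 3 genes where 0.674 were expected. Both terms passed a one-sided Fisher's exact test against the 13218 annotated genes tested (adjusted p = 0.0440 for each, over 3 terms). Lipid catabolic process held Cyp4a10 alone (adjusted p = 0.419, Fisher's exact test). Pecr rose by a log2 fold change of 1.02 and Ghr by 1.37, and both were picked out here after their values were seen because they carry these terms. With the 295 annotated genes that DESeq2 called higher, all 3 terms passed the same exact test, with 23 genes in lipid biosynthetic process (adjusted p = 3.54e-05), 18 in lipid catabolic process (adjusted p = 1.55e-06) and 29 in fatty acid metabolic process (adjusted p = 2.92e-12). Of the 80 annotated genes lower in the HFD-WT mice, Pla2g16, a phospholipase, and Tnf carry both the biosynthetic and the catabolic term, and the terms did not pass (adjusted p = 1 for each, Fisher's exact test).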

Next, using a Gene Ontology (GO) enrichment analysis, we found that the majority of the 293 upregulated genes in the HFD-WT mice were associated with lipid biosynthetic, lipid catabolic, or fatty acid metabolism processes (Fig. S3E). These upregulated genes were also involved in Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, including those for retinol metabolism, linoleic acid metabolism, arachidonic acid metabolism, and insulin resistance, as well as the peroxisome proliferator-activated receptor (PPAR) signaling pathway (Fig. S3F).

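Genes of retinol metabolism, of bile acid handling and of the PPAR targets were higher in the HFD-WT mice as groups in the camera test with its preset correlation and not with an estimated one. The mean of the retinol list in HFD-WT replicate 1, -0.189 on the log2 scale against the mean of the 6 mice, lay under that in HFD-KO replicate 3, -0.11, and the mean of the PPAR targets was -0.00916 and -0.00675 in the same mice. Of 42 measured genes of retinol metabolism, 36 had a positive log2 fold change, with a median of 0.59. Adh1, an alcohol dehydrogenase that oxidizes retinol, stood at a log2 fold change of 2.64 (standard error 0.52, adjusted p = 0.0589 from edgeR), and Lrat, which esterifies retinol, stood at 0.82 (standard error 0.18, adjusted p = 0.0777). Over all genes tested 0 of the 42 passed with edgeR, while 20 passed at an unadjusted p under 0.05, 19 of them higher, 9 were higher with DESeq2 and 9 were higher when adjusted over the list alone. Of 31 measured PPAR targets, Cyp4a10 rose and 30 did not pass (10 were higher when adjusted over the list alone). Ppara, the receptor itself, stood at 0.80 (standard error 0.15, adjusted p = 0.0507). The rise of Cyp4a10 passed in 4 of 12 alternatives and was lost without HFD-WT replicate 2 (adjusted p = 0.0605) and replicate 3 (adjusted p = 0.0904) and without each HFD-KO replicate (adjusted p = 0.128 to 0.189). Of 13 measured genes of bile acid handling, Abcb1a, an efflux pump, rose by 1.54 (standard error 0.19, adjusted p = 0.0121; adjusted p = 0.0751 without HFD-KO replicate 1 and 0.0552 without HFD-KO replicate 2) and 12 did not pass (3 were higher when adjusted over the list alone). In the camera test the adjusted p was 3.18e-07 for retinol metabolism, 3.1e-06 for the PPAR targets and 0.00311 for bile acid handling, and the adjusted p = 0.491 with an estimated correlation for each. Arachidonic and linoleic acid metabolism as a group did not pass the camera test (adjusted p = 0.0770) and passed with the replicate number as a block (adjusted p = 0.0157). Among its 45 measured genes Cyp4a10 rose and 44 did not pass (6 were higher and 3 lower when adjusted over the list alone), with Gpx2, a glutathione peroxidase, at a log2 fold change of -1.08 (adjusted p = 0.0532). Insulin signalling and resistance did not pass either (adjusted p = 0.0729). Of its 66 measured genes Pck1 rose, Tnf fell by 2.03 on the log2 scale (adjusted p = 0.0434, a call lost in 6 of 12 alternatives) and 64 did not pass (6 were higher and 1 lower when adjusted over the list alone).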

10.1128/mbio.02531-22.6 FIG S3 Transcriptome analysis in intestine tissue collected from two groups of HFD-fed mice. (A) PCA, (B) Venn diagram, (C) volcano map, (D) cluster analysis of differentially expressed genes, (E) KEGG signaling pathway analysis, and (F) GO biological process cluster analysis in the intestine tissue of HFD-KO and HFD-WT mice. Download FIG S3, TIF file, 0.4 MB. Copyright © 2022 Chen et al. 2022 Chen et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Then, we determined the fecal contents of long-chain fatty acids (LCFAs) and short-chain fatty acids (SCFAs) in the WT and OPN-KO mice. The levels of total fecal LCFAs and many individual ones were significantly higher in the HFD-KO mice than those observed in the HFD-WT mice (Fig. S4A–C), whereas there was no significant difference in the levels of total and individual fecal LCFAs between the two groups of ND-fed mice (ND-WT versus ND-KO) (Fig. S4D and E). We also found that the level of total fecal SCFAs in the HFD-fed mice was significantly lower than that observed in the ND-fed mice, with a nonsignificant reduction in the OPN-KO mice compared to the ND-fed or the HFD-fed WT mice (Fig. S4F). Taken together, the transcriptome data show that OPN actively regulates the metabolism of intestinal lipids and fatty acids in the HFD-fed mice.

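Genes that burn fatty acids, take up lipid and mark enterocytes were higher as groups in the HFD-WT mice in the camera test with its preset correlation, and genes that make fatty acids and cholesterol were not. With an estimated correlation none of these groups passed (adjusted p = 0.546 for fatty acid oxidation, 0.564 for lipid absorption and 0.491 for enterocytes). Of 35 measured genes of fatty acid oxidation and ketogenesis, 34 had a positive log2 fold change, with a median of 0.38. Acox2, a peroxisomal oxidase, stood at a log2 fold change of 2.34 (standard error 0.43, adjusted p = 0.0502 from edgeR). Of 31 measured genes of lipid absorption and chylomicrons the median was 0.20, with Apoc3 at 1.04 (standard error 0.22, adjusted p = 0.0718) and the fatty acid transporter Cd36 at 0.94 (standard error 0.31, adjusted p = 0.203). The mean of the lipid absorption genes in HFD-WT replicate 1, -0.0914, lay under that in HFD-KO replicate 3, -0.00807. Of 29 measured enterocyte genes the median was 0.38, with the glucose transporter Slc2a2 at 1.91 (standard error 0.48, adjusted p = 0.109). No gene of these 3 lists passed edgeR over all genes tested, while 14, 5 and 7 genes were higher and 0, 1 and 0 lower at an unadjusted p under 0.05, 5, 4 and 4 were higher with DESeq2, and 3, 1 and 3 were higher when adjusted over the list alone. Among the enzymes the paper measured elsewhere, the synthase Fasn stood at -0.31 (adjusted p = 0.544), Acaca at -0.07 (adjusted p = 0.894, and 0.04 without HFD-KO replicate 2) and Cat, the gene of catalase, at 0.85 (adjusted p = 0.109). The paper's abbreviation CAT is not spelled out and is read here as catalase. Cat was higher with DESeq2 (adjusted p = 0.00583), without the low-count filter (adjusted p = 0.00858) and without HFD-WT replicate 1 (adjusted p = 0.0214). Genes of smooth muscle, of B and plasma cells, of antigen presentation by MHC class II, of the interferon response and of the cell cycle were lower as groups in the HFD-WT mice with the preset correlation. With an estimated correlation these did not pass either (adjusted p = 0.522 for smooth muscle, 0.532 for B and plasma cells, 0.491 for MHC class II, 0.571 for the interferon response and 0.546 for the cell cycle). For the interferon response this held for HFD-WT replicates 2 and 3, while HFD-WT replicate 1 lay above HFD-KO replicates 1 and 2 (0.587 and 0.399 on the log2 scale against the mean of the 6 mice). Medians were -1.01 over 18 genes of smooth muscle, -1.21 over 23 genes of B and plasma cells, -1.17 over 11 genes of MHC class II presentation, -0.59 over 34 genes of the interferon response and -0.83 over 30 genes of the cell cycle. The genotypes nearly met for B and plasma cells, at -0.0505 in HFD-WT replicate 2 and -0.0354 in HFD-KO replicate 2. For smooth muscle they nearly met at -0.191 in HFD-WT replicate 3 and -0.126 in HFD-KO replicate 2. H2-Aa of MHC class II fell by 1.62 on the log2 scale (adjusted p = 0.0385) and Gbp4 of the interferon response by 1.55 (adjusted p = 0.0256), calls lost in 7 and 4 of 12 alternatives. The other lists had 0 genes past edgeR, with 13 smooth muscle, 15 B and plasma cell and 20 cell cycle genes lower at an unadjusted p under 0.05 and 9, 9 and 4 lower with DESeq2. When adjusted over the list alone, 12, 14, 10, 9 and 14 genes of the 5 lists were lower, in the order given. In the camera test the adjusted p was 5.9e-08 for fatty acid oxidation, 0.00885 for lipid absorption and 5.83e-05 for enterocytes, and 3.57e-09 to 1.21e-06 for the 5 lower lists. Fatty acid synthesis and elongation had a median of -0.04 over 18 genes (adjusted p = 0.429 from camera), and cholesterol synthesis a median of -0.0023 over 24 genes and a mean of 0.025 (adjusted p = 0.614). From the transcriptome the paper concludes that OPN regulates the metabolism of lipids and fatty acids in the intestine of mice on the HFD.

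**Figure D1:**
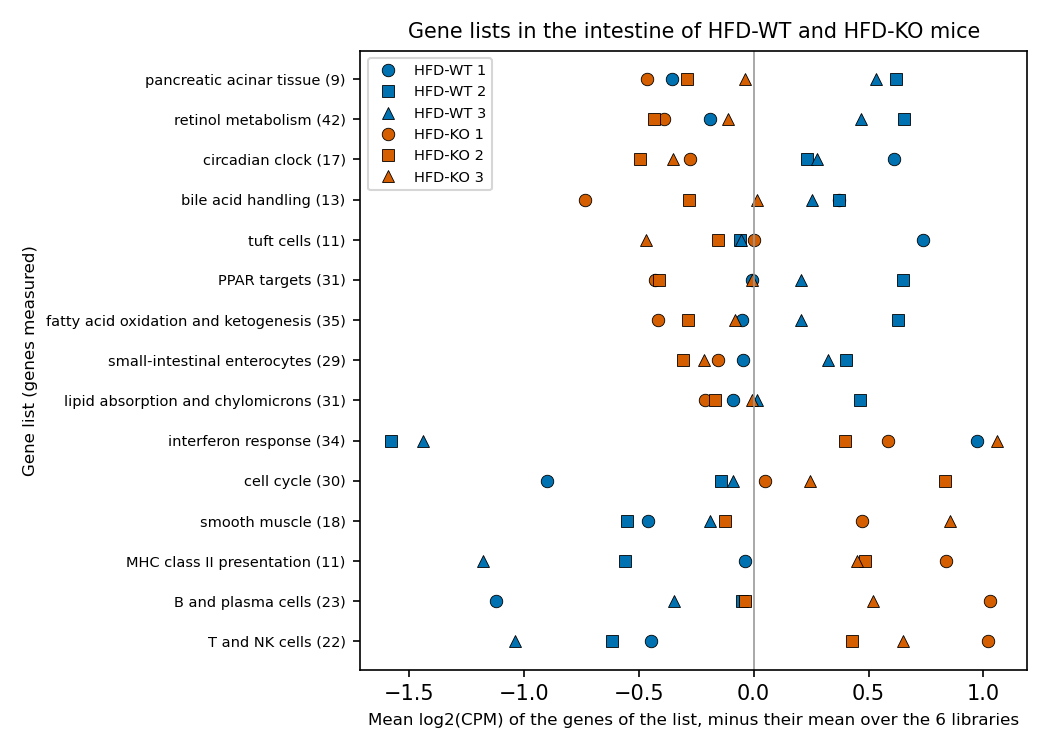
Mean log2 CPM of the genes of each list in each mouse, minus their mean over the 6 mice, for the 15 lists that passed the camera test with its preset correlation. Circles, squares and triangles are replicates 1, 2 and 3 of the HFD-WT (blue) and HFD-KO (orange) mice, and the number of genes measured stands after each list. The interferon response separates HFD-WT replicate 1, at 0.971, from HFD-WT replicates 2 and 3, at -1.58 and -1.44.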

10.1128/mbio.02531-22.7 FIG S4 The levels of individual long-chain fatty acids. (A) The levels of the total long-chain fatty acids (LCFAs) were measured in the feces of the HFD-fed WT and KO mice. (B) Individual level of fecal LCFA was determined in the HFD-WT and HFD-KO mice. (C) The heat-map of fecal LCFAs between HFD-WT and HFD-KO mice. (D) The total and (E) the individual long-chain fatty acids were determined in the ND-fed WT and KO mice. (F) The total short-chain fatty acids were determined in ND-fed or HFD-fed WT and OPN-KO mice. Data are given as mean ± SEM. A two-tailed Student’s *t* test was used to analyze the data with *n* = 8 to 12 per group. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. Download FIG S4, TIF file, 1.0 MB. Copyright © 2022 Chen et al. 2022 Chen et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Role of OPN in HFD-induced gut microbiota dysbiosis.

Then, we tested whether the OPN-mediated HFD-induced disordered metabolism of lipids and fatty acids was due to OPN-induced alterations in the gut microbiome. First, we noticed a higher expression of intestinal OPN in the HFD-WT mice than in the ND-WT mice (Fig. 1C), suggesting a possible link between intestinal OPN expression and gut microbiota. Next, a nonmetric multidimensional scaling (NMDS) analysis of intestinal metagenome data indicated that OPN deficiencies influence the composition of the gut microbiota when mice were fed with HFD, but this result did not hold true in the ND-fed mice (Fig. 3A). To assess the overall composition of the gut bacterial community in these four groups, we analyzed the degree of bacterial taxonomic similarity at the phylum level (Fig. 3B). Compared to the ND-WT mice, the HFD-WT mice displayed a significant decrease in the relative abundance of Bacteroidetes and a higher Firmicutes-to-Bacteroidetes (F/B) ratio, while OPN deficiency (KO) protected against this effect to a large extent (Fig. 3B and C). Among the top 25 genera, the relative abundance of the genus *Dorea* was significantly higher in the HFD-WT mice than was observed in the ND-WT and HFD-KO groups, while that of genus *Lactobacillus* was significantly lower in the HFD-WT mice (Fig. 3D; Fig. S5). We analyzed the relative abundance of two *Dorea* species, D. formicigenerans and D. longicatena, as well as the top 10 *Lactobacillus* species: L. reuteri, L. animalis, L. gasseri, L. salivarius, L. ruminis, L. rhamnosus, L. mali, L. casei, L. coryniformis, and L. johnsonii. Among those, the relative abundance of *D. formicigenerans* was higher and the relative abundance of *L. ruminis* and L. rhamnosus were lower in the HFD-WT mice than in the ND-WT and HFD-KO mice, while those of other species were not (Fig. 3E). Also, the relative abundance of *D. formicigenerans* was positively correlated with body weight and the serum OPN levels (Fig. 3F). In contrast, the relative abundance of *L. ruminis* and L. rhamnosus were negatively correlated with those two levels (Fig. 3F).

**FIG 3:**
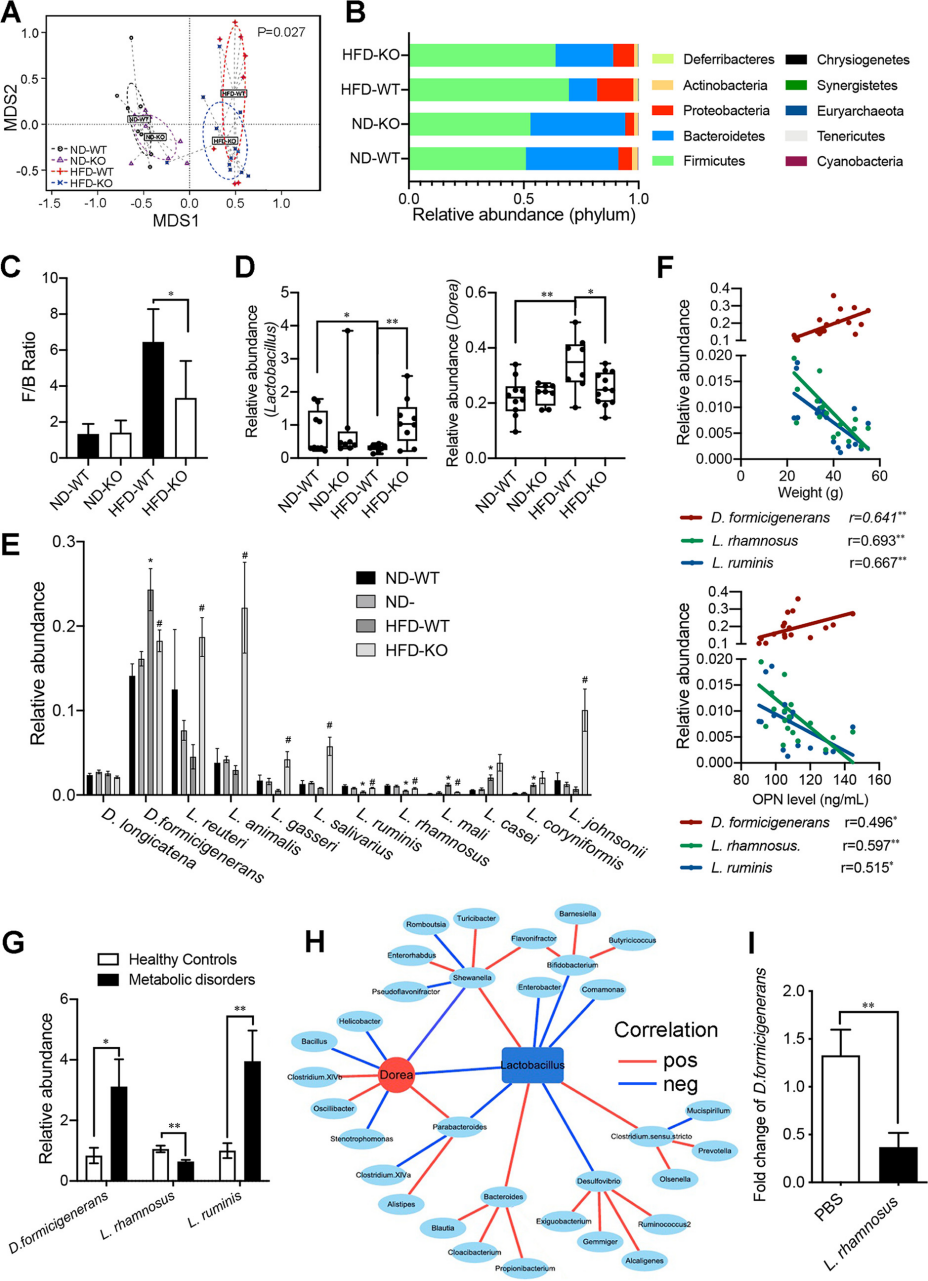
OPN significantly influenced the intestinal microbiota in HFD-fed mice. WT and OPN-KO mice were fed with ND or HFD for 24 weeks. (A) Microbial β-diversity among the four groups (ND-WT, ND-KO, HFD-WT, HFD-KO) was distinguished using Nonmetric Multidimensional scaling (NMDS) analysis. (B) Bacterial taxonomic profiling at the phylum level of luminal bacteria and (C) Firmicutes-to-Bacteroidetes (F/B) ratio in the indicated four groups. (D) The relative abundance of the bacterical genera *Lactobacillus* and *Dorea* were selected for comparison in the relative abundance among the four groups. (E) Species including D. formicigenerans, D. longicatena, L. reuteri, L. animalis, L. gasseri, L. salivarius, L. ruminis, L. rhamnosus, L. mali, L. casei, L. coryniformis, and L. johnsonii were selected for comparison in the relative abundance among the four groups. (F) The correlation was analyzed between the relative abundance of the three selected species *D. formicigenerans*, *L. ruminis*, and L. rhamnosus, and the levels of OPN and body weight. (G) In humans, the relative abundances of *D. formicigenerans*, *L. ruminis*, and L. rhamnosus were compared between the microbiota of individuals with metabolic disorders and the microbiota of healthy controls. (H) The correlation network of *Lactobacillus* and other gut bacterial genera (red, positive; blue, negative). (I) The fecal relative abundance of *D. formicigenerans* was detected at day 7, following the intragastric administration of L. rhamnosus (1 × 10^9^). Data are given as mean ± SEM. A Wilcoxon test (panels C–E), the Spearman's rank correlation (panel F), the Pearson correlation (panel H), and a Student’s *t* test (panels G, I) were used to analyze the data with *n* = 8 to 12 per group. * or ^#^, *P* < 0.05; **, *P* < 0.01.

10.1128/mbio.02531-22.8 FIG S5 Bacterial taxonomic profiling at the genus level from four different groups. Student’s *t* test with *n* = 8 to 12 per group. * and ^#^, *P* < 0.05. Download FIG S5, TIF file, 0.1 MB. Copyright © 2022 Chen et al. 2022 Chen et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To verify these dyslipidemia-specific gut bacterial signatures in humans, we analyzed the involvement of three tested species (*D. formicigenerans*, *L. ruminis* and L. rhamnosus) in metabolic disorders. In concordance with the results from the mouse model (Fig. 3F), the fecal relative abundance of *D. formicigenerans* was higher and that of L. rhamnosus was lower in individuals with metabolic disorders compared to those observed in healthy controls (Fig. 3G). However, the results of *L. ruminis* in human metabolic disorders differed from the results based on the data from the HFD-fed mice (Fig. 3G). Interestingly, Wang et al. found that L. rhamnosus attenuated weight gain and markedly improved glucose–insulin homeostasis and hepatic steatosis (19). Here, we found that a negative correlation existed between the relative abundances of the bacterial genera *Lactobacillus* and *Dorea* and that *Dorea* is further associated with many other gut bacteria involved in OPN-associated HFD-induced dyslipidemia (Fig. 3H). To provide direct evidence for the negative regulation of *Lactobacillus* on the abundance of *Dorea*, we then tested whether the administration of L. rhamnosus *in vivo* could induce a decreased expansion of *D. formicigenerans*. Indeed, the abundance of *D. formicigenerans* in the HFD-fed mice was significantly decreased at day 7 following the intragastric administration of L. rhamnosus (Fig. 3I). Taken together, these results indicated that OPN aggravated HFD-induced metabolic disorders and that this might be due to OPN-induced gut microbiota dysbiosis via the enrichment of *D. formicigenerans* and the reduction of L. rhamnosus.

### OPN-deficiency alleviated HFD-induced metabolic disorders in a microbiota-dependent manner.

As gut dysbiosis is commonly involved in various metabolic disorders, we hypothesized that OPN might influence HFD-induced dyslipidemia by affecting microbiota. FMT experiments were performed to test this hypothesis, and in these experiments, the fecal microbiota of HFD-KO and HFD-WT mice were separately transplanted to HFD-WT or HFD-KO recipient mice following treatment with antibiotics. 

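The microbiota of donors and recipients was measured by sequencing amplicons of the V3 to V4 regions of the 16S rRNA gene, which the authors processed with QIIME and Uparse into operational taxonomic units (OTUs). The deposited table gives each of 1364 OTUs as a fraction of the sequences of a sample. It holds 5 mice for each kind of recipient, named here as in the paper by donor and then recipient: WT to WT, WT to KO, KO to WT and KO to KO. It also holds 8 WT donor mice and 12 KO donor mice. The columns taken as donors are headed HFD.WT and HFD.KO and do not name donors, and were read so because the paper gives HFD mice as donors. The diet of the WT donors is thus HFD in the paper and the column names and a normal diet in the sample labels. The recipients were on the HFD for 16 weeks according to the results and the legends and for 3 months according to the methods. Fractions were summed by genus, family and phylum as the authors assigned them, and are given as percent of all sequences. The number of sequences per sample is not given with the fractions, and the precision of single values was not worked out. Communities were compared by Bray-Curtis distance between OTU profiles, and single taxa by the two-sided exact rank-sum test with all regroupings enumerated. The tests take the mice of a group as independent, although recipients of a group may share donor and cage.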

The body weight and serum lipid levels (TG, TC, HDL) were more similar in those recipients with the same donor mice after 16 weeks of continuous HFD feeding (Fig. 4A; Fig. S6A and B). The efficiency of the FMT was confirmed via a microbiome analysis of the donor and the recipient before and after the FMT. For example, the microbial β-diversity analysis conducted using a PCA showed a strong grouping by OPN-KO donor, which indicated that the microbial communities of the KO-to-WT FMT mice were closer to those of their KO donor mice than to those of their WT recipient mice (Fig. 4B). 

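In 4 of the 5 KO-to-WT mice the gut community was nearer to the KO donors than to the WT-to-WT mice, and in the remaining mouse it was nearer to the WT-to-WT mice. The mean Bray-Curtis distance of the KO-to-WT mice was 0.625 ± 0.136 (SD, n = 5) to the 12 KO donors and 0.726 ± 0.041 (SD, n = 5) to the 5 WT-to-WT mice. The difference was -0.101 ± 0.176 (SD, n = 5; exact sign-flip test, two-sided p = 0.312, with 0.0625 the smallest p that 5 mice allow). KO-to-WT replicate 1 stood at 0.205 in this difference, and without it the mean difference was -0.178 (exact sign-flip test, p = 0.125, the smallest p that 4 mice allow). On the first principal component of the OTU fractions, the WT-to-WT mice scored from 18.4 to 39.2, the KO-to-WT mice from -11.3 to 25.0 and the KO donors from -23.1 to -4.94. The KO-to-WT community differed from that of the WT-to-WT mice, with 52.3% of the variance between the groups (exact permutation test on Bray-Curtis distances, p = 0.00794, the smallest p allowed). It also differed from that of the KO donors, with 27.1% between the groups (exact permutation test, p = 0.000162, the smallest p allowed).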

We further analyzed the relative abundance and the composition of the microbiota among those three groups: the WT recipient mice, the KO donor mice, and the KO-to-WT FMT mice. At the phylum and family levels, the composition of the microbiota in the FMT mice was more similar to that of the donor mice than to that of the recipient mice (Fig. S6C). 

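In the KO-to-WT mice Bacteroidetes, Proteobacteria and Deferribacteres were higher and Firmicutes and Actinobacteria lower than in the WT-to-WT mice. Firmicutes, which hold the lactobacilli and the clostridia, made up 50.9% ± 7.32 (SD, n = 5) of sequences in the KO-to-WT mice, 77.9% ± 4.75 (SD, n = 5) in the WT-to-WT mice and 67.1% ± 13.8 (SD, n = 12) in the KO donors. Proteobacteria made up 33.1% ± 9.27, 13.0% ± 4.63 and 22.3% ± 11.4 in the same order, and Bacteroidetes 10.1% ± 4.40, 2.49% ± 0.691 and 7.33% ± 9.81. Deferribacteres, here the mucus-dwelling genus Mucispirillum, made up 2.44% ± 2.27, 0.00596% ± 0.00402 and 0.847% ± 1.33, and Actinobacteria 0.726% ± 0.338, 3.63% ± 0.526 and 0.983% ± 0.480. Deferribacteres and the families were chosen after their values were seen. Verrucomicrobia made up 0.147% ± 0.305, 0.0726% ± 0.0899 and 0.862% ± 2.85, and did not pass between the KO-to-WT and WT-to-WT mice (adjusted p = 0.143, exact rank-sum test). Between the KO-to-WT and WT-to-WT mice these 5 phyla passed the exact rank-sum test (adjusted p = 0.0159 for Firmicutes, Actinobacteria and Deferribacteres and 0.0190 for Proteobacteria and Bacteroidetes, over 6 phyla). Between the KO-to-WT mice and the KO donors none of the 6 passed after adjustment (adjusted p = 0.1096 to 0.626, exact rank-sum test), and Firmicutes and Deferribacteres passed before it (p = 0.0365 each). Of 10 families tested, Lactobacillaceae were lower in the KO-to-WT mice than in the WT-to-WT mice and Deferribacteraceae higher (exact rank-sum test, adjusted p = 0.0397 each). Streptococcaceae, here almost all the genus Lactococcus, made up 11.9% ± 8.00 in the KO-to-WT mice, 31.6% ± 12.6 in the WT-to-WT mice and 0.891% ± 0.860 in the KO donors. They were higher in the KO-to-WT mice than in the KO donors (exact rank-sum test, adjusted p = 0.00162), as were Enterobacteriaceae (adjusted p = 0.0153) and Rikenellaceae (adjusted p = 0.0187). Peptostreptococcaceae (1.07% against 7.47%; adjusted p = 0.00162) and Erysipelotrichaceae (2.10% against 11.4%; adjusted p = 0.0153) were lower in the KO-to-WT mice than in the KO donors by the same exact test. The mean of Enterobacteriaceae in the KO-to-WT mice, 8.95% ± 18.1, rests on 1 mouse with 41.4%. With fractions summed by family, the distance of the KO-to-WT mice to the KO donors minus that to the WT-to-WT mice was -0.0653 ± 0.166 (SD, n = 5; exact sign-flip test, p = 0.438). Summed by phylum, a level chosen after the values were seen, it was -0.0754 ± 0.0260 (SD, n = 5; exact sign-flip test, p = 0.0625), with all 5 mice nearer to the donors.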

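Lactobacillus, a genus of lactic acid bacteria used as probiotics, made up 1.87% ± 1.24 of sequences (SD, n = 5) in mice that carried the KO donors' microbiota in a KO host and 0.344% ± 0.229 (SD, n = 5) in KO hosts of the WT donors' microbiota. The difference was 1.53 percentage points (exact rank-sum test, p = 0.0556). It passed an exact permutation test of the difference of means (p = 0.0317) and of mean log10 values (p = 0.0317), the exact rank-sum test with OTUs under 0.01% left out (p = 0.0317), and the exact rank-sum test without KO-to-KO replicate 3 (difference 1.89, p = 0.0159). In the other 10 of 14 alternatives it did not pass. The 12 KO donors ranged from 0.206% to 21.9%, with a mean of 5.38% ± 7.07 (SD) and a median of 2.26% that lies in a gap, since no donor was between 0.856% and 3.67%. All KO donors were taken as 1 group. Between these donors and the KO-to-KO mice the exact rank-sum test gave p = 0.721, and between the KO donors and the 8 WT donors, at 0.780% ± 0.581 (SD), it gave p = 0.238. In WT hosts the genus was at 2.14% ± 2.56 (SD, n = 5) after transfer from KO donors, with 6.60% in KO-to-WT replicate 1 and 0.363% to 1.88% in the others, and at 19.3% ± 6.11 (SD, n = 5) after transfer from WT donors (exact rank-sum test, p = 0.00794, the smallest p that 5 mice against 5 allow).

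**Figure D2:**
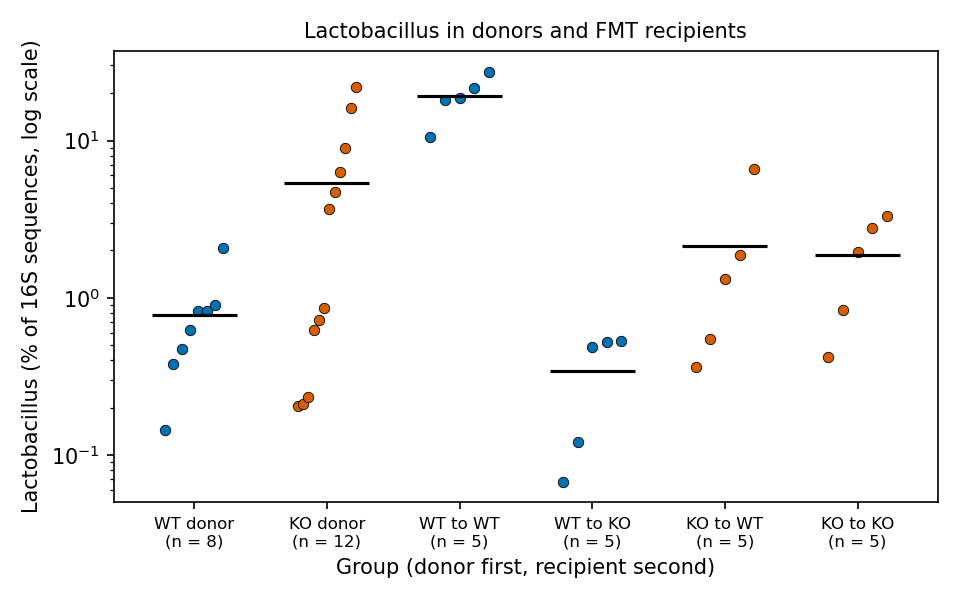
Lactobacillus in percent of 16S sequences, on a log axis, in the donors and the recipients, 1 point for each mouse and a line at the mean of each group. Orange groups are KO donors and recipients of their microbiota, blue groups are WT donors and their recipients. The WT-to-WT mice lie between 10.6% and 27.5%, above every other recipient.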

We also found that the relative abundance of the bacterial genus *Lactobacillus* in the KO-to-KO FMT mice was significantly higher than that observed in the WT-to-KO FMT mice, which was similar to that observed in the KO donor mice (Fig. 4C). Taken together, this FMT experiment confirmed that OPN deficiency could inhibit HFD-induced dyslipidemia by modulating the gut microbiome.

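Recipients in KO hosts differed by donor in many genera. Dubosiella, a genus of Erysipelotrichaceae, made up 10.5% ± 5.20 (SD, n = 5) in the KO-to-KO mice and 0.330% ± 0.192 (SD, n = 5) in the WT-to-KO mice. Faecalibaculum of the same family was at 4.34% and 0.372%, Mucispirillum at 2.70% and 0.0504%, Alistipes of the Bacteroidales at 1.69% and 0.102%, and Helicobacter at 1.51% and 0. Of the 82 genera with a mean of at least 0.01%, 23 were higher in the KO-to-KO mice and none lower (exact rank-sum test, adjusted p = 0.0283), with 26 higher and 1 lower at an unadjusted p under 0.05. Of the lists of taxa, 5 of 9 Bacteroidales, 5 of 10 Erysipelotrichia and 2 of 10 butyrate producers were higher when adjusted over the list alone. In WT hosts 28 genera were higher and 16 lower in the KO-to-WT mice than in the WT-to-WT mice (exact rank-sum test, adjusted p = 0.0151 for the strongest). Among them Rikenella was at 2.30% against 0, Agathobacter, a butyrate producer, at 1.17% against 0.0276%, and Bifidobacterium at 0.0238% against 0.950%. Between the donors themselves Dorea (0.0208% ± 0.0103 against 0.0548% ± 0.0139, adjusted p = 0.0026, exact rank-sum test) and Marvinbryantia (0.0341% against 0.0931%, adjusted p = 0.0293) were lower in the KO donors, and 0 of the 82 genera were higher, with 2 higher and 9 lower at an unadjusted p under 0.05. In WT hosts the means of Dorea went the other way, at 0.244% ± 0.130 (SD, n = 5) in the KO-to-WT mice and 0.0477% ± 0.0445 (SD, n = 5) in the WT-to-WT mice. The values overlapped, with 0.081% in KO-to-WT replicate 2 and 0.0975% in WT-to-WT replicate 1. KO hosts had the donors' direction, with 0.196% from KO donors and 0.225% from WT donors, and did not pass (exact rank-sum test, p = 0.460). These scans over genera were added after the tables had been looked at. From the FMT experiment the paper concludes that OPN deficiency could limit dyslipidemia on the HFD by way of the gut microbiome.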

**FIG 4:**
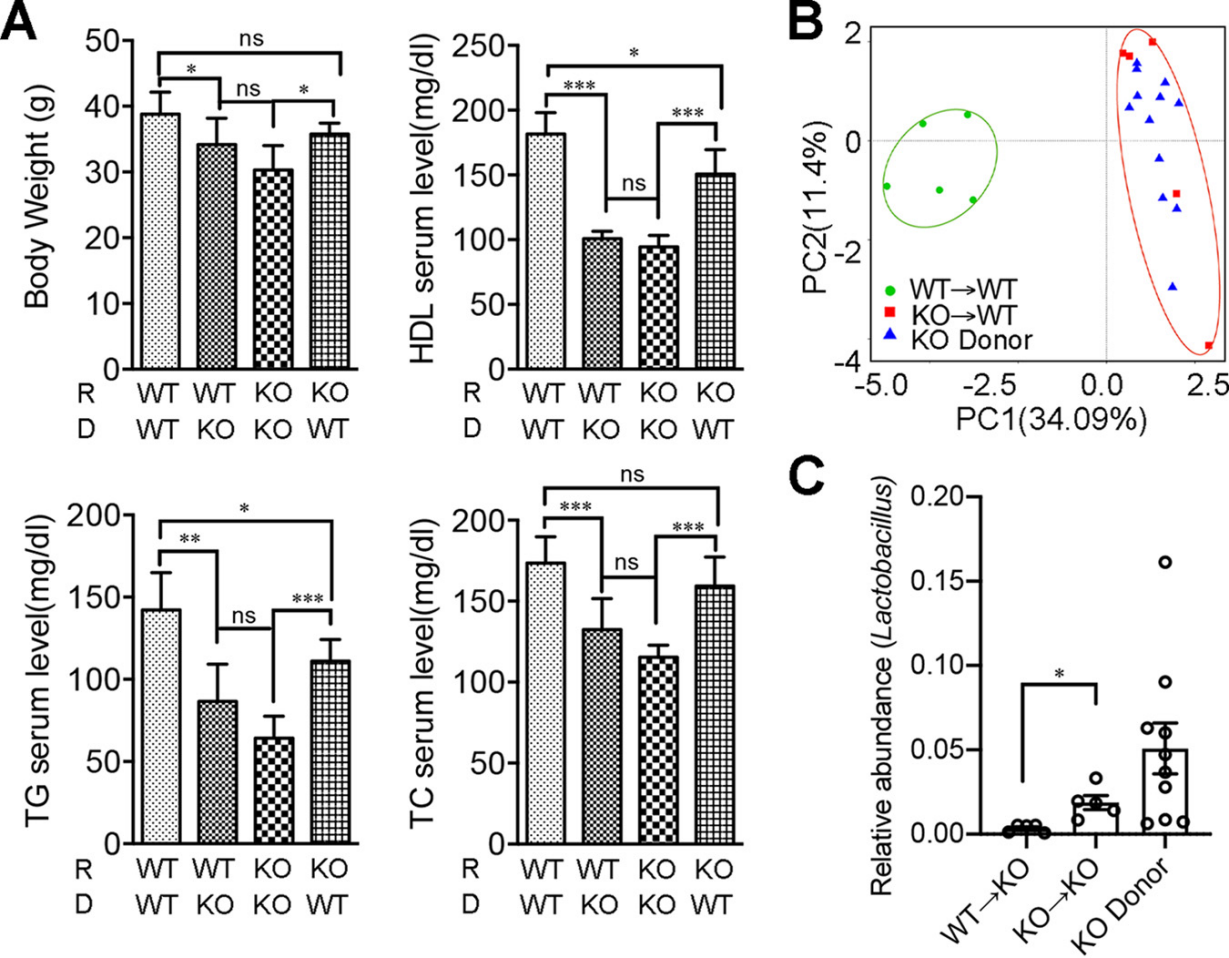
Fecal microbiota transplantation manipulated OPN-dependent lipid accumulation and metabolic disorders. Having been transplanted with the fecal microbiota from the donor HFD-WT or HFD-KO mice, the pseudosterile recipient WT or OPN-KO mice were fed with HFD for 16 weeks, continuously. (A) The levels of body weight, serum TC, TG, and LDL were analyzed in the four groups of recipient mice post FMT. (B) A principal components analysis (PCA) among the recipients of KO→WT, WT→WT, and the KO donor mice. (C) Relative abundance analysis of the genus *Lactobacillus* is shown in donor and recipient mice. Data are given as the mean ± SEM. A two-way ANOVA (panel A) and a Wilcoxon test (panel C) were used to analyze the data with *n* = 5-12 per group. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001.

10.1128/mbio.02531-22.9 FIG S6 Fecal microbiota transplantation manipulated OPN-dependent lipid accumulation and metabolic disorders. Transplanted with the fecal microbiota from the donor HFD-WT or HFD-KO mice, the pseudosterile recipient WT or OPN-KO mice were fed with HFD for 16 weeks, continuously. (A) Representative images of the HFD-fed recipient mice (WT→WT, WT→KO, KO→KO, KO→WT) after fecal microbiota transplantation (FMT). (B) The levels of body weight, serum TC, TG, and LDL were analyzed in four groups of recipient mice prior to the FMT. (C) Relative abundance analysis of dominant bacteria at the level of phylum or family is shown for donor and recipient mice. Data are given as mean ± SEM. A two-tailed Student’s *t* test was used to analyzed the data with *n* = 4 to 6 per group. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. Download FIG S6, TIF file, 0.9 MB. Copyright © 2022 Chen et al. 2022 Chen et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### OPN modulated intestinal microbiome *in vitro* and *in vivo*.

In order to further illustrate the direct modulating effect of external OPN on the gut microbiome, we performed *in vitro* fecal bacterial coculture experiments with or without OPN treatment. 

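The cultures were kept for 24 h in hemolysin-containing anaerobic bottles (Hab), 3 with recombinant OPN (Hab+rOPN) and 3 without. The results and the sample labels give the bacteria as coming from OPN-KO mice, while the methods give ileocecal contents of normal WT mice. The deposited table holds 1145 OTUs of the 16S amplicons, each as a fraction of the sequences of a culture, without the number of sequences behind it. Fractions were summed and compared as for the transplantation experiment. With 3 cultures against 3 the exact tests cannot give a p below 0.1. Hab and Hab+rOPN cultures with the same number were not treated as pairs, since their profiles did not resemble each other more than others did (correlations from -0.456 to -0.169).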

The isolated fecal OPN-KO bacteria were cultured anaerobically in hemolysin-containing anaerobic bottles (Hab) with or without recombinant OPN (rOPN) for 24 h prior to 16S rDNA amplicon sequencing (Fig. S7A). A microbial β-diversity analysis indicated that OPN induced a significant microbiome shift and a decreased relative abundance of *Lactobacillus*, which was similar to those observed in the WT mice compared to those observed in the OPN-KO mice (Fig. 5A–C; Fig. 3D).

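Lactobacillus made up 7.48% ± 2.22 (SD, n = 3) of sequences in the Hab+rOPN cultures and 9.99% ± 3.54 (SD, n = 3) in the Hab cultures. The difference of -2.51 percentage points lay within the spread between cultures (exact rank-sum test, p = 0.4). Values overlapped, at 9.77%, 7.32% and 5.35% with recombinant OPN and 10.9%, 13.0% and 6.09% without it, in the order of the culture numbers. Between cultures with the same number Lactobacillus was lower with recombinant OPN in 3 of 3 (exact sign-flip test, p = 0.25, the smallest p that 3 pairs allow). It was -4.46 without Hab replicate 3, -1.01 without Hab replicate 2 and -1.45 without Hab+rOPN replicate 3. Acinetobacter, an aerobic genus of soil and water, was at 0.00056% ± 0.00097 with recombinant OPN and 0.605% ± 0.0873 without it, and Alloprevotella of the Bacteroidales at 0.576% ± 0.0354 and 1.30% ± 0.291. Alistipes was at 0.938% ± 0.337 and 0.409% ± 0.102. For these 3 genera the groups did not overlap (exact rank-sum test, p = 0.1, the smallest p possible; adjusted p = 0.8 over 88 genera). Parabacteroides made up 26.1% with and 26.7% without recombinant OPN, and Parasutterella 22.6% and 21.8%. Proteus varied between cultures, at 0.359%, 8.25% and 11.8% with and 15.1%, 0.311% and 0.393% without recombinant OPN. Enterococcus was at 6.03% and 5.81% and Bacteroides at 5.43% and 7.29%. Of the 88 genera tested 0 passed, with 0 at an unadjusted p under 0.05, which 3 cultures against 3 cannot reach. Treatment accounted for 18.6% of the variance in Bray-Curtis distance between the cultures (exact permutation test, p = 0.5), a share of 0.433 without Hab replicate 1. The paper states that OPN altered the cultured community directly and lowered Lactobacillus.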

**FIG 5:**
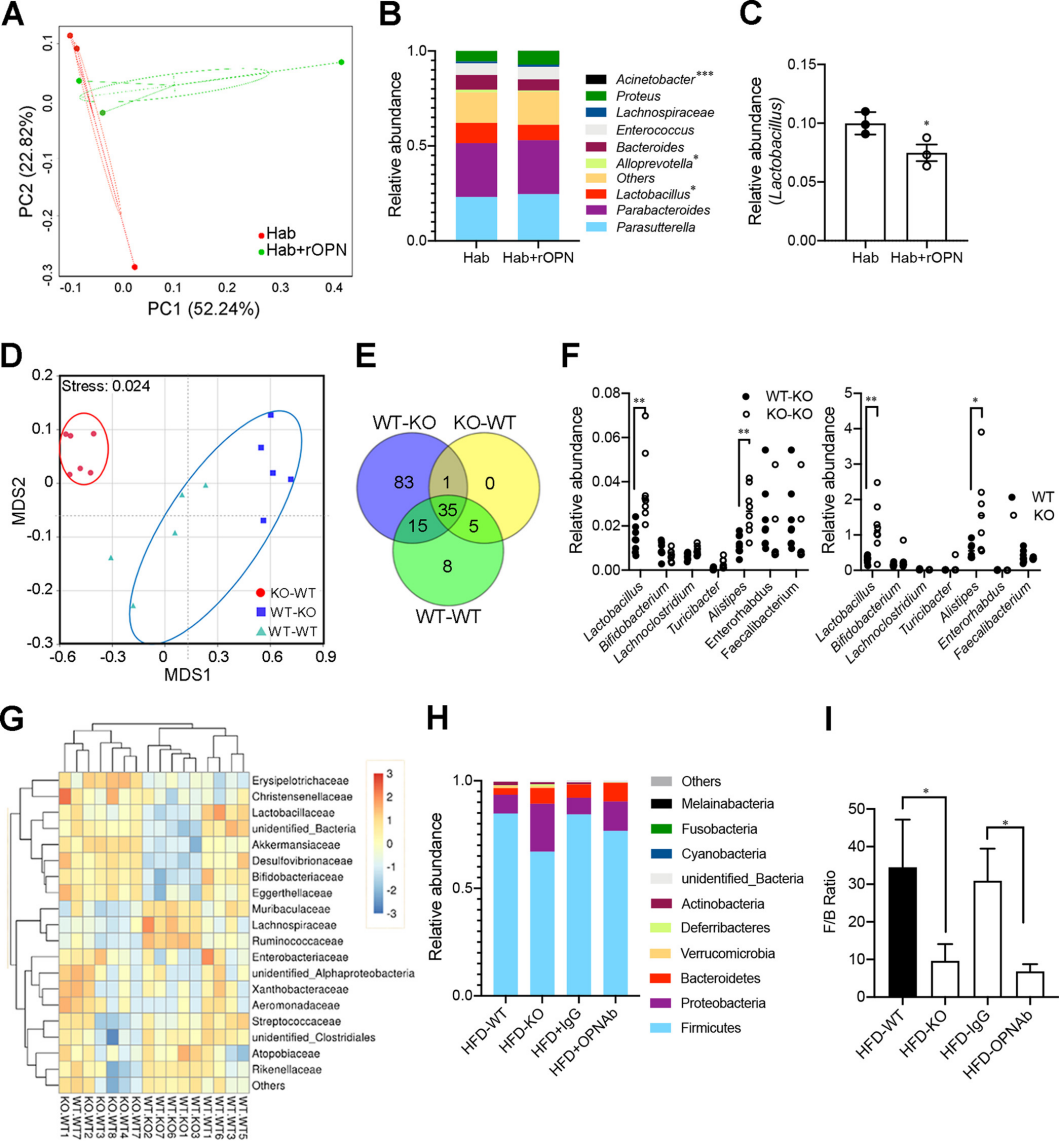
OPN directly altered the composition of the gut microbiota, including *Lactobacillus* attenuation. The isolated mixed OPN-KO fecal bacteria were cultured in hemolysin-containing anaerobic bottles (Hab) with or without recombinant OPN (rOPN) for 24 h before 16S rDNA amplicon sequencing. (A) A PCA plot of mixed microbial composition was assessed with or without rOPN in Hab broad-spectrum media (*n* = 3, three experiments). (B) Bacterial taxonomic profiling of the top 10 genera of intestinal bacteria isolated from OPN-KO mice with or without rOPN in Hab media. (C) Relative abundance analysis of the genus *Lactobacillus* was shown with or without rOPN in Hab media. The WT or OPN-KO lactating mice nursed the WT or KO infant mice for 3 weeks before the 16S rRNA sequencing of the intestinal luminal microbiota. (D) NMDS analysis showed the microbial β-diversity among the KO-WT (*n* = 6), WT-KO (*n* = 5), and WT-WT (*n* = 5) infant mice. (E) Venn diagram of the core microbiota communities (genus level) in the luminal of three groups of infant mice (WT-WT, WT-KO, and KO-WT). The core microbiota communities were present in at least 50% of the samples. (F) The difference in the relative abundance of the bacteria genera *Lactobacillus*, *Bifidobacterium*, *Lachnoclostridium*, *Turicibacter*, *Alistipes*, *Faecalibaculum*, and *Enterorhabdus* was compared between the KO-KO mice, the KO-WT infant mice, and the WT and KO lactating mice. (G) The heat map shows the abundance of the bacterial families in the feces of the WT-WT, WT-KO and KO-WT mice. (H) The HFD-WT mice were treated with anti-OPN antibodies or control IgG using an analysis of bacterial taxonomic profiling at the genus level and (I) the Firmicutes-to-Bacteroidetes (F/B) ratio in the HFD-WT, HFD-IgG, HFD-OPNAb, and HFD-KO groups. Data are given as the mean ± SEM. A Wilcoxon test (panels C, F) and a two-way ANOVA (panel I) were used to analyze the data with *n* = 3 to 8 per group. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001.

10.1128/mbio.02531-22.10 FIG S7 The OPN levels in both plasma and milk, as well as the in vivo and in vitro experiments of the effect OPN on the microbiome. (A) The isolated mixed OPN-KO fecal bacteria were cultured in hemolysin-containing anaerobic bottles (Hab) with or without recombinant OPN (rOPN) for 24 h before 16S rDNA amplicon sequencing. (B) Murine OPN was detected in both plasma (*n* = 6) and milk (*n* = 3). (C) The WT or OPN-KO lactating mice nursed the WT or KO infant mice for 3 weeks before the 16S rRNA sequencing of the intestinal luminal microbiota. Data are given as mean ± SEM, and a two-tailed Student’s *t* test was used to analyze the data. Download FIG S7, TIF file, 0.4 MB. Copyright © 2022 Chen et al. 2022 Chen et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

OPN is abundant in human breast milk (20). Actually, the OPN level in mouse milk was almost as high as that measured in the plasma (Fig. S7B). To further investigate whether feeding with external OPN regulates the intestinal microbiome *in vivo* in OPN-deficient mice, we analyzed the gut microbiota of WT or OPN-KO infant mice that were foster-nursed by WT and OPN-KO lactating mice, respectively (Fig. S7C). Interestingly, there were significant alterations in the microbial communities of the KO-WT mice (WT mice fed with KO milk) compared to those of the WT-WT and WT-KO mice (WT and KO mice fed with WT milk), based on whether the OPN protein was contained in the milk or not (Fig. 5D). A Venn diagram analysis showed that 15 genera were shared in the core microbiota communities between the WT-KO group and the WT-WT group, which were more than those (5 genera) shared between the KO-WT group and the WT-WT group (Fig. 5E). We found a similar trend of 7 shared genera, including *Lactobacillus*, in the intestinal microbiota between the KO-KO and KO-WT infant mice as well as the WT and KO adult mice (Fig. 5F). A heat map demonstrated that the abundances of the top 20 bacterial families in the WT-WT group were more similar to those in the WT-KO group than to those in the KO-WT group (Fig. 5G).

We further confirmed this OPN-mediated microbiome shift by mimicking OPN-KO with OPN neutralization via an antibody against OPN (OPNAb) and comparing the results to those obtained by using IgG as a control. When the HFD-fed mice were treated with OPN neutralization, we observed that the composition of the microbiota at the phylum level in the HFD-OPNAb group was similar to that in the HFD-KO group, which included the increased abundance of *Bacteroides* and *Proteobacteria*, compared to those in the HFD-IgG and HFD-WT groups (Fig. 5H). In addition, there was still a higher F/B ratio in the HFD-WT and HFD-IgG groups than in the HFD-KO and HFD-OPNAb groups (Fig. 5I). The above results collectively demonstrate that the administration of external OPN *in vitro* or *in vivo* is able to directly regulate the composition of the intestinal microbiota from an OPN-KO-like profile to a WT-like profile.

### OPN inhibited the adhesion of *Lactobacillus* to intestinal epithelial cells via Notch1 signaling.

One of the major mechanisms of host factors modulating certain species of gut microbiota is via colonization regulation by affecting their adhesion to intestinal epithelial cells (21). When mice were treated with HFD, the mRNA of E-cadherin and integrin β were both higher in the OPN^−/−^ mice than in the WT mice. However, in the ND-WT and ND-KO groups, the mRNA of E-cadherin and integrin β showed no significant differences (Fig. S8A and B). To test whether this applies to the underlying mechanism for the contribution of OPN to the reduction of the dyslipidemia-resistant probiotics *Lactobacillus*, we investigated whether OPN could modulate the adhesion of *Lactobacillus* after the administration of palmitic acid (PA) *in vitro*. First, the expression of OPN was increased after the administration of PA (Fig. 6A). The adhesion of *Lactobacillus* was inhibited after the administration of PA. When the medium was supplemented with PA, the neutralization antibody of OPN facilitated the adhesion of *Lactobacillus* to intestinal epithelial cells, and this adhesion was mitigated by additional OPN (Fig. 6B and C). Furthermore, when exposed to PA, the levels of the adhesion molecules E-cadherin and integrin β were decreased compared to those of the controls. The levels of adhesion molecules E-cadherin and integrin β of the intestinal epithelial cells were significantly increased in the absence of OPN, while the administration of recombinant OPN (rOPN) inhibited the production of these two molecules (Fig. 6D). However, in the absence of PA, the adherence of *Lactobacillus* and the levels of the adhesion molecules remained unchanged (Fig. 6D). When blocking OPN or its receptor, integrins αv and α4, the levels of E-cadherin and integrin β were significantly increased (Fig. 6E). A previous study has shown that Notch signaling is involved in the production of adhesion molecules (22). To investigate the role of Notch signaling in OPN-regulated adhesion, we measured the activation of Notch signaling (cleaved Notch1, NICD) via Western blotting. The results showed that the expression levels of NICD and its target Hes1 were upregulated after the administration of rOPN, whereas this function of OPN was inhibited by the neutralization of integrins αv and α4 with the specific antibody or by the inhibition of NICD with DAPT (Fig. 6F and G). Indeed, the level of the adhesion molecule E-cadherin was increased in the presence of DAPT (Fig. 6G). Furthermore, we detected the levels of E-cadherin and integrin β via cytometry. When cultured with no PA, there was no difference in the mean fluorescence intensity (MFI) of E-cadherin (CD324) or integrin β (CD29) in the intestinal epithelial cells among these three groups. PA in the medium decreased the MFI of E-cadherin and integrin β. The MFI values of E-cadherin and integrin β were lower on the intestinal epithelium cells with the administration of rOPN than on those of the other two groups when cultured with PA. When intestinal epithelium cells cultured with PA were treated with αv or α4 antibodies or were in the presence of DAPT, the decrease of E-cadherin and integrin β MFI were inhibited (Fig. S8C and D). These results collectively suggested that OPN might induce the hyperlipidemia-mediated dysbiosis of gut microbiota by inhibiting the adhesion of the specific gut probiotic *Lactobacillus* to intestinal epithelial cells via the Notch signaling pathway in hyperlipidemia (Fig. 6H).

**FIG 6:**
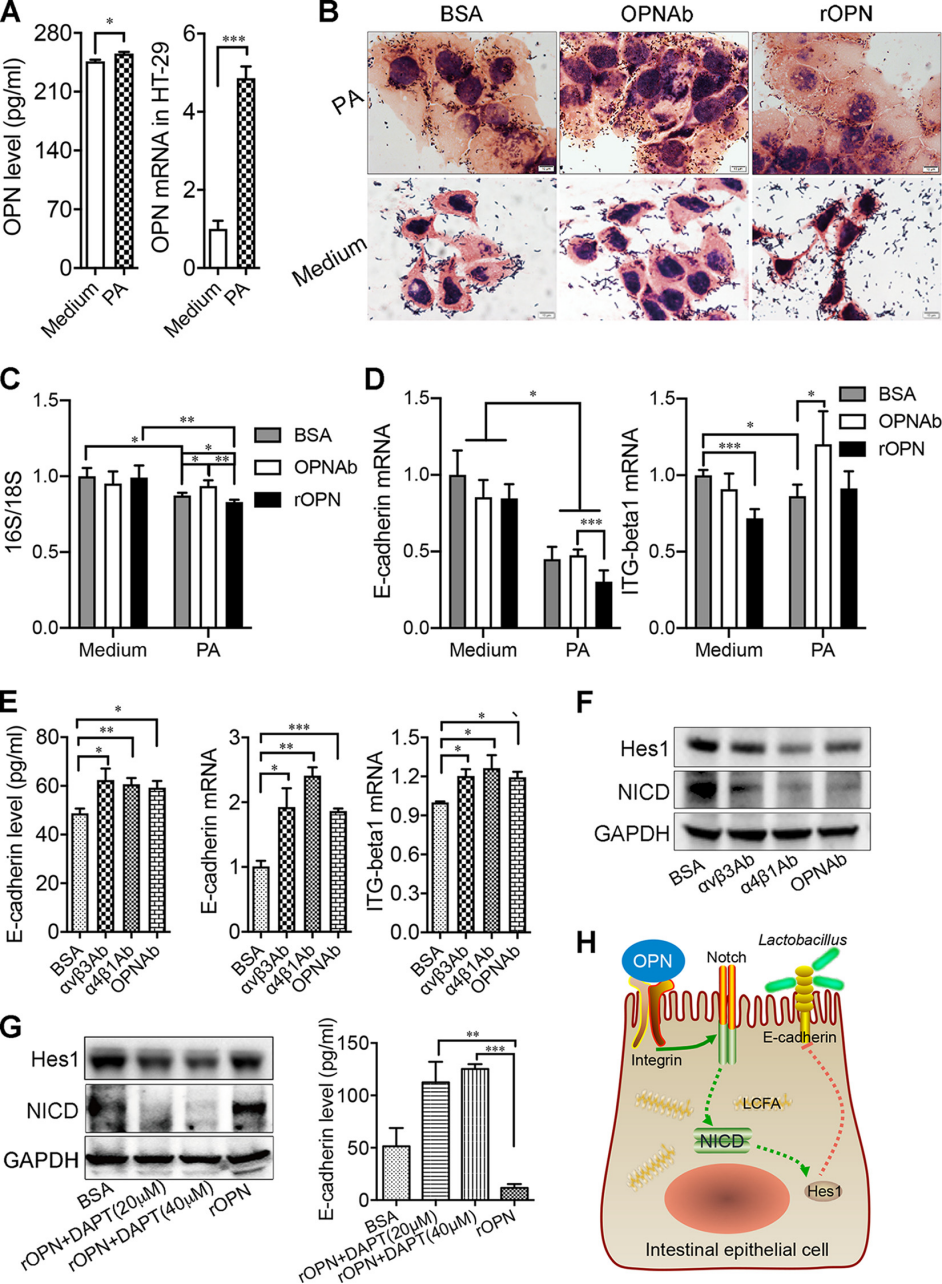
OPN decreased the adhesion of probiotic bacteria to intestinal epithelial cells treated with high fat. (A) The relative expression of OPN in HT-29 cells that were cultured with or without 200 μmol/L of palmitic acid (PA). (B) The representative images of *Lactobacillus* cultured with the OPN neutralizing antibody or with recombinant OPN in the medium containing PA or not. Scale bars, 50 μm. (C) The ratio of 16S and 18S, as well as (D) the relative expression of E-cadherin and integrin β were detected in the medium containing PA or not. When blocking integrin α4, the αv chain, and OPN, (E) the levels of E-cadherin and integrin β, as well as (F) the activation of Notch signaling were detected in the supernatant containing PA. (G) The activation of Notch1 or the expression of E-cadherin was measured after the administration of OPN with or without DAPT. Experiments were conducted in triplicate. (H) OPN facilitated the metabolism of fatty acids and HFD-induced metabolic disorders by regulating the composition of gut microbiota, including *Lactobacillus*, and their adhesion to the intestine via the adhesion molecules E-cadherin and the Notch signaling pathway. Data are given as the mean ± SEM. A Student’s *t* test (panel A) and a two-way ANOVA (panels C–E and G) were used to analyze the data with *n* = 4 in 3 experiments. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001.

10.1128/mbio.02531-22.11 FIG S8 OPN decreased the adhesion of probiotic bacteria to intestinal epithelial cells treated with high fat. (A) The level of mRNA of E-cadherin and (B) integrin β was detected in WT and KO mice at week 24 with ND or HFD administration. (C–D) By flow cytometry, the MFI of E-cadherin and integrin β was detected in HT-29 cells cultured with OPN neutralizing antibody or recombinant OPN in medium containing PA or not. When blocking integrin α4, the αv chain, and OPN, cultured with or without DAPT, the levels of E-cadherin and integrin β were detected in the supernatant containing PA. Data given as mean ± SEM. A two-tailed Student’s *t* test (panels A, B, D) was used to analyze the data with *n* = 4 in 3 experiments. *, *P* < 0.05. Download FIG S8, TIF file, 0.6 MB. Copyright © 2022 Chen et al. 2022 Chen et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

## DISCUSSION

More attention has been paid recently to metabolic disorders and to the complications associated with gut microbiota (23–25). The intestinal microbiome is regulated by environmental, dietary, and host factors. OPN is known not only as an extracellular matrix protein but also as an immunoregulatory cytokine (8, 12, 26). Interestingly, we reported here, for the first time, that OPN regulated intestinal microbiota and thereby influenced HFD-induced metabolic disorders.

It was reported previously that metabolic disorders, including fatty liver disease and insulin resistance, were milder in OPN-deficient mice (13, 27). In our study, the OPN-deficient mice could resist HFD-induced metabolic disorders. However, OPN did not affect food intake. Instead, it influenced the process of lipid accumulation via the metabolism of LCFAs. SCFAs are also important in dietary-induced metabolic disorders (28–31). In our study, the level of SCFAs observed in the HFD-fed mice was significantly lower than that observed in the ND-fed mice. However, there was no significant difference between the HFD-WT mice and the HFD-KO mice, indicating that an OPN deficiency did not affect the metabolism of SCFAs.

We found that OPN could regulate intestinal microbiota, among which, the relative abundance of a main gas-producing bacterial species Dorea formicigenerans was positively correlated with the OPN levels as well as with the body weight. Our findings were in concordance with a recent study showing that *Dorea* was a positively BMI-related gut microbiota genus and was associated with LCFA accumulation in humans (2, 32). Raman et al. also reported a significant increase of *Dorea* in humans with nonalcoholic fatty liver disease (NAFLD) (33). The increased abundance of *Dorea* is in a possible association with the NAFLD-nonalcoholic steatosis heptitis (NASH) transition, and its clinical impact on patient outcomes has been demonstrated to be a higher prevalence of cirrhosis and hepatocellular carcinoma (HCC) in both people with obesity and patients with diabetes (34, 35). Furthermore, when the OPN-deficient offspring were foster-nursed by WT lactating mice, the microbiota of the OPN-deficient infants were similar to those of the WT infants, suggesting that feeding external OPN can directly change the composition of intestinal microbiota in OPN-deficient mice. Breast milk is a main and optimal food for newborn litters during the first 3 weeks after they are born and is an important source of fat and probiotics. This excludes the interplay of coprophagy to some extent. The gut microbiota is being originally established and matured in infants during these 3 weeks, and it is more easily influenced by food and by the environment than are those of adults. It was worth noting that the percentage of fat in mouse milk can be up to approximately 21.4% (36), which is close to that of the high-fat diet (31.5%) and significantly higher than that of the normal diet (about 4%). In fact, high fat in breast milk is required for an OPN-mediated change in the microbiome. On the other hand, this result also suggests a new mechanism by which breast milk affects the gut microbiome as a host factor.

Probiotics such as *Lactobacillus* were reported to improve metabolic disorders in a HFD mouse model, which was involved in epithelial barrier function and adherence junction protein expression, including the Notch signaling pathway and E-cadherins (37–39). Fig. 3 indicated that *Lactobacillus* could be the target bacterial genus in OPN-mediated lipid metabolism. In the top 25 genera, there was a statistically significant difference in the relative abundance of *Lactobacillus* and *Dorea* between the groups of ND-WT and HFD-WT as well as between the groups of HFD-WT and HFD-KO. The abundance of *Lactobacillus* is relatively higher than that of *Dorea* in the top 25 genera. In addition, previous studies showed that OPN could decrease the Gram-positive, including *Lactobacillus*, bacterial adhesion to control biofilm formation, which probably selectively decreased the adhesion of *Lactobacillus* to the intestinal epithelium (40). Furthermore, the administration of *Lactobacillus* induced a significant decrease in the relative abundance of pathogenic taxa, including *Dorea*, in rats (41, 42). In concordance with this report, we also found a negative correlation between the relative abundances of *Lactobacillus* and *Dorea* as well as that the abundance of *Dorea* was significantly decreased after the intragastric administration of *Lactobacillus* in HFD-fed mice. OPN may further regulate the abundance of *Dorea* and other dyslipidemia-promoting gut bacteria by reducing the abundance of the dyslipidemia-resistant, probiotic bacteria *Lactobacillus* in HFD-fed mice.

OPN interacts with a variety of cell surface receptors, including the αvβ3, αvβ5, and α4β1 integrins, as well as CD44 (12, 43, 44). The binding of OPN to these cell surface receptors stimulates cell adhesion and specific signaling functions. Importantly, OPN expression is negatively associated with E-cadherin expression. When blocking OPN or its receptor, integrins αv and α4, the levels of E-cadherin were significantly increased. In *in vitro* experiments, the lipid component with only PA in the medium is relatively pure, which is difficult to fully mimic in an *in vivo* high-fat diet. Indeed, there could be other mechanisms that interact with the adhesion results. In previous studies, MMP-2 has been implicated with E-cadherin in part proteolysis and cleavage (45); Also, E-cadherin localization to the cell-cell membrane was decreased when treated with TGF-β1 (46). HFD-induced TGF-β/Gbb signaling provokes insulin resistance by increasing tribbles expression and elevating MMP-2 levels in the skeletal muscles of C57BL/6J mice (47, 48). Bi et al. reported that OPN treatment could regulate Notch1 gene expression in cell fate determination and differentiation signals (49). However, our results showed that the Notch signaling pathway was upregulated after the administration of rOPN, whereas this function of OPN was inhibited by the neutralization of integrins αv and α4 with the specific antibody. Notch signaling activation was reported to inhibit the adipogenic differentiation of mesenchymal and adipose-derived stem cells that accelerated obesity (50). In this regard, it was shown here that OPN dampens the adhesion of the probiotic bacteria *Lactobacillus* to intestinal epithelial cells by inhibiting the production of adhesion molecules through the Notch signaling pathway.

In conclusion, our findings demonstrated for the first time that OPN could aggravate HFD-induced metabolic disorders. This can be due to the OPN-regulated shift of intestinal microbiota, which was further verified in the experiments of *in vivo* cross-fostering and *in vitro* fecal bacterial culture. OPN also regulated the adhesion of the probiotic bacteria *Lactobacillus* to intestinal epithelial cells via adhesion molecules in a high-fat microenvironment (Fig. S9). OPN may further upregulate the abundance of the gas-producing bacteria *Dorea* by reducing the intestinal adhesion of the probiotic bacteria *Lactobacillus*, leading to HFD-induced dyslipidemia. At present, there are few reports indicating that a single host protein can directly affect the gut microbiome, which provides a novel method for the regulation of the gut microbiome. Therefore, OPN, as well as its regulated *Dorea* and *Lactobacillus* species, may serve as a potential pharmaceutical target for weight control in terms of the prevention and treatment of metabolic disorders. The application prospects of OPN in regulating the gut microbiome remain profound in the future.

10.1128/mbio.02531-22.12 FIG S9 Graphic abstract. OPN facilitated the metabolism of fatty acids and HFD-induced metabolic disorders by regulating the composition of gut microbiota and their adhesion to the intestinal epithelium via the adhesion molecules E-cadherin and Notch signaling. Download FIG S9, TIF file, 1.4 MB. Copyright © 2022 Chen et al. 2022 Chen et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

## MATERIALS AND METHODS

### Participants.

A total of 28 individuals with obesity were enrolled in the First Affiliated Hospital, School of Medicine, Zhejiang University, China, under the ethical approval of the Clinical Research Ethics Committee of the First Affiliated Hospital, College of Medicine, Zhejiang University, China (ref. 2020-110). Consent was obtained from the individuals prior to the procedure after a full explanation of the purpose of the study. Obesity was defined here as a body mass index (BMI) of 25 kg/m^2^ or greater in the study. The details for all of the participants are provided in Table 2.

**TABLE 2:** Demographic and clinical characteristics of the participants in study cohorts^*a*^

Groups	N	Age (Median, y)	Height (median, cm)	Weight (median, Kg)	Body mass index (mean)
Obesity					
Male	20	47 (24 to 75)	170.5 (160 to 79)	77.6 ± 7.65	26.71 ± 6.49
Female	8	60 (31 to 76)	157 (150 to 171.5)	67.9 ± 10.04	27.08 ± 7.08
Healthy control					
Male	18	55 (32 to 70)	166 (153.7 to 175.5)	62.5 ± 4.98	22.70 ± 2.03
Female	9	57 (29 to 68)	162.5 (150.5 to 170)	53.5 ± 3.32	20.21 ± 1.39

a Patients diagnosed with cancer, major infectious diseases, cardiovascular diseases, or autoimmune diseases were excluded.

### Animals.

All of the procedures were performed according to the “Guide for the Care and Use of Laboratory Animals” published by the National Institutes of Health (publication 86–23 revised 1985) and under the ethical approval of the Committee of Animal Experimental Ethical Inspection of the First Affiliated Hospital, College of Medicine, Zhejiang University, China. The specific pathogen-free female mice and OPN-deficient mice (B6.129S6(Cg)-*Spp1^tm1Blh^*/J) were both of the same background (C57BL/6J) and were both originally from Jackson Laboratory (Bar Harbor, ME, USA). 4-week-old female wild-type (WT) mice and OPN-deficient (KO) mice were sacrificed after a continuous, 24-week high-fat diet (HFD, 60% kcal of fat, cat. number: D12492; Research Diets, Inc.) or a normal diet (ND) containing approximately 4% kcal of fat.

### Measurement of serum parameters.

Glucose concentration was determined using the ACCU-CHEK (ROCHE, Switzerland) glucose analyzer. The levels of triglycerides (TG), total cholesterol (TC), high density lipoprotein (HDL), and low density lipoprotein (LDL) were determined using a DRI-CHEM 4000ie (Fujifilm, Japan). An enzyme-linked immunosorbent assay (ELISA) was used for measuring the levels of blood insulin (ALPCO, USA), OPN, and leptin (R&D Systems, USA).

### Metagenomic sequencing analysis.

Total genomic DNA was extracted from fecal samples using a modified CTAB method, as described previously (Novogene, China) (51). All of the samples were sequenced based on the Novaseq PE150 platform (Illumina, USA). 12 G raw paired-end sequencing reads were processed using the MOCAT software package. Reads were assembled into scaftigs and mapped to the reference gene catalog using the SOAP aligner v2.21 package in MOCAT (52). Catalog genes were assigned taxonomical annotations based on their sequence similarity to a database of predicted protein coding genes from the National Center for Biotechnology Information (NCBI, release 196) by MyTaxa (53). The taxonomic abundance was calculated based on the gene abundance. The results were presented for annotations against the KEGG (Kyoto Encyclopedia of Genes and Genomes) ortholog (KO) hierarchy.

### 16S rDNA sequencing analysis.

Total genomic DNA from samples was extracted for amplification using the V3 to V4 regions (51). Sequencing libraries were prepared using a TruSeq DNA PCR-Free Sample Preparation Kit (Illumina, USA), following the manufacturer's recommendations. The library quality was evaluated on a Qubit 2.0 Fluorometer (Thermo Scientific, USA) and an Agilent Bioanalyzer 2100 system (Agilent Technologies, USA). At last, the library was sequenced on an Illumina HiSeq2500 platform (Illumina, USA), and 250 bp paired-end reads were generated. The 16S rDNA gene sequence data were processed using QIIME (V1.7.0) with the default parameters (54). Sequence analyses was performed using the Uparse software package (Uparse v7.0.1001) (55). Sequences with ≥97% similarity were assigned to the same operational taxonomic units (OTUs). The representative sequence for each OTU was screened for further annotation. The output data were further analyzed using the Statistical Analysis of Metagenomic Profiles (STAMP) software package (version 2.1.3).

The correlation between the different bacterial genera was calculated using the Pearson correlation. This correlation coefficient quantifies the strength of correlation (from −1 to 1), and a coefficient with absolute value of greater than 0.5 is regarded as a strong correlation. The networks were drawn using the Cytoscape software package (v3.7.0).

### Fecal bacterial isolates and culture *in vitro*.

The ileocecal contents of two normal WT mice were collected, rinsed with sterile PBS, and centrifuged at 200 g for 5 min. The supernatant was collected, and an anaerobic culture of the supernatant was performed at 37°C in hemolysin-containing anaerobic bottles (labeled as the Hab group). Recombinant OPN protein (R&D Systems, USA) was added to each culture medium for 24 h (labeled as the Hab-rOPN group), and bovine serum albumin (BSA) was added as a control.

### Cross-fostering.

Newborn litters from WT and OPN-deficient mice were split and swapped, respectively, within 24 h of birth (labeled as KO-WT and WT-KO). Accordingly, controls without swapping were labeled as KO-KO and WT-WT. The mice from all four of the groups were weaned after 3 weeks, and this was followed by an analysis of their gut microbiota.

### Fecal microbiota transplantation.

FMT was performed in the mice as follows. The WT mice received a 2 week treatment of antibiotics (1 g/L of ampicillin, 1 g/L of neomycin, 1 g/L of metronidazole, and 0.5 g/L of vancomycin) in drinking water prior to the FMT. Pseudosterile mice were transplanted with 20 mg of fresh feces collected after 20 to 24 weeks on the HFD and resuspended in 200 μL sterile PBS from the same and cohousing HFD-KO donor or HFD-WT donor once daily for a week. Then, all of the mice were fed with the HFD for 3 months. To reinforce the microbiota genotype, fecal microbiota were given weekly throughout the study.

### Bacterial adhesion assay in intestinal epithelial cells.

For of bacterial adhesion experiments, HT-29 cells (ATCC number: HTB-38) were cultured in McCoy’s medium with palmitic acid (200 μM, Sigma-Aldrich, USA) for 14 h at 37°C with 5% CO_2_. *Lactobacillus* was cultured aerobically in brain heart infusion (BHI) broth (MRS, Oxoid, Basingstoke, UK) at 37°C. The bacteria were harvested, washed, and resuspended in sterile phosphate-buffered saline (PBS) and the colony forming units (CFU) were measured on BHI agar plates that were incubated at 37°C.

Then, the HT-29 cells were cocultured with 5 × 10^7^ CFU/mL bacteria for 2 h with or without a 2 h preintervention of an anti-OPN antibody (R&D Systems, USA, 1 μg/mL) and the recombinant OPN (rOPN) protein (R&D Systems, USA, 1 μg/mL). Subsequently, Gram-stained cross-sections of embedded and fixed cells with adhering bacteria were microscopically examined to allow for the enumeration of the number of adhering bacteria for the two membrane regions distinguished. Host and bacterial DNA were extracted for quantitative PCR analysis. OPN or its receptor integrins αvβ3 (R&D Systems, USA) and α4 (R&D Systems, USA) were blocked with neutralizing antibodies. The rOPN, OPNAb, and αv, α4 antibodies were dissolved in PBS containing 0.5% BSA. The activation of Notch1 was measured in the presence of rOPN or a γ-secretase inhibitor (DAPT, Beyotime, China) via Western blotting. The levels of adhesion molecules E-cadherin and integrin β were measured via qPCR or ELISA in the presence of DAPT.

### Statistical analysis.

The GraphPad Prism 6.01 software package was used for the statistical analyses. All data are given as means ± standard errors of the mean (SEMs). Two-way analyses of variance (ANOVA), Student’s *t* tests (and nonparametric tests), or Mann-Whitney tests were performed to determine statistical significance. For the correlation analyses, Spearman’s rank correlation test was used. A P value of <0.05 is regarded as indicative of a statistically significant result.

### Data availability.

All authors have access to the study data and have reviewed and approved the final manuscript. The original data set was deposited in the NCBI GEO database (https://www.ncbi.nlm.nih.gov/geo/) under the accession numbers GSE216386. Additional methods can be found in Text S1 in the supplemental material.

10.1128/mbio.02531-22.4 TEXT S1 Supplementary materials and methods. Download Text S1, DOCX file, 0.03 MB. Copyright © 2022 Chen et al. 2022 Chen et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

# Supplementary material for: Osteopontin Exacerbates High-Fat Diet-Induced Metabolic Disorders in a Microbiome-Dependent Manner
**Source:** mBio. 2022 Oct 27;13(6):e02531-22. doi: 10.1128/mbio.02531-22
**Supplement:** TEXT S1

**Supplementary Information for**

Osteopontin Exacerbates High-Fat Diet-induced Metabolic Disorders in a microbiome-dependent Manner

**Supplementary methods and materials**

**Analysis of fat distribution**

Fat distribution was measured by T1-weighted magnetic resonance imaging (MRI) with QMR23-060H-I imaging instrument (Suzhou Niumag Analytical Instrument Corporation, China) following the manufacturer’s instruction. Mice were anesthetized with 10% chloral hydrate (4 mL/kg) and then placed in a 40 mm probe coil to detect the coronal image. The fat highlight image was analyzed by ImageSystem (Suzhou Niumag Analytical Instrument Corporation, China).

**Intestinal transcriptome analysis**

Total RNA was extracted from the intestine tissues using TRIzol (Takara, Japan). RNA was then qualified, enriched and randomly interrupted by divalent cations in NEB Fragmentation Buffer (New England Biolabs, USA). Upon completion of library construction, the Qubit2.0 Fluorometer and Agilent 2100 bioanalyzer system were applied to evaluate the library, followed by qRT-PCR to accurately quantify the effective concentration of the library. The sequencing fragment was transformed from image data to sequence data. HISAT2 software was used to conduct genomic localization analysis on the filtered sequences, and after the alignment of clean reads to the genome or transcriptome, relevant calculations of reads count could be made to understand the gene expression. According to the expression level (fragments per kilobase of transcript per million mapped reads, FPKM) of all genes in each sample, the correlation coefficient was compared to investigate the inter-group difference. Principal component analysis (PCA) was used to evaluate the difference between groups. DEseq2 software was used to analyze the expression of differentially expressed genes, and the volcano map, Venn diagram and cluster map of differentially expressed genes were drawn. The clusterProfiler software package was used to carry out GO function enrichment analysis and KEGG pathway enrichment analysis on the differential gene, and to find out which biological functions or pathways the differential genes under different conditions were significantly correlated with.

**Glucose tolerance test, insulin tolerance test and oral lipid tolerance test**

Glucose tolerance test (GTT) was performed in mice with an overnight fasting period. Blood glucose was measured before and after an intraperitoneal injection of glucose (1 g/kg body weight, Sigma-Aldrich, USA) at the indicated time point. For insulin tolerance test (ITT), mice were fasted overnight. Following an intraperitoneal bolus injection of recombinant human regular insulin (1 U/kg body weight, Novolin R, Novo Nordisk Inc., USA), blood glucose concentrations were measured before and at 30, 60, 90, and 120 minutes after injection. Oral lipid tolerance test (OLTT) was conducted after a fasting of 24 h. During OLTT, the ingestion of pure water was allowed over the 6 hours. Then, mice were treated with 1h of high fat diet. Blood samples were drawn at 0h (fasting), 1h, 2h, 4h, and 6 h.

**Measurement of long-chain fatty acids**

Long-chain fatty acids (LCFAs) were measured as follow ([1](#_ENREF_1)). A 50 mg sample was dissolved in the internal standard solution (C17:0 fatty acid methyl ester) (Shanghai Metabolome Institute-Wuhan, China), adding methyl ester reagent reaction, n-hexane solvent extracting and then drying. The sample was further dissolved in 50 μL n-hexane for gas chromatography mass spectrometry (GC-MS) analysis. GC-MS analysis was performed with GC-MS 2010 plus chromatographic system equipped with a hydrogen ion flame detector (Shimadzu Corporation, Japan). The total fatty acids were measured quantitatively and qualitatively by the internal standard method using GC Solution software (Shimadzu Corporation, Japan).

**Flow cytometry**

FITC-anti-human CD324 (67A4, Biolegend, USA) and PE-anti-human CD29 (TS2/16, Biolegend, USA) were applied for flow cytometry. Stained cells were assessed on a FACS Canto II instrument (BD Immunocytometry Systems, USA) for data acquisition. Data were analyzed with FlowJo (BD Immunocytometry Systems, USA).

**Statistical analysis**

GraphPad Prism 6.01 software was used for statistical analyses. All data are expressed as means ± SEM. Two-way ANOVA, Student *t* test (and nonparametric tests) or Mann-Whitney test were performed to determine significance. For correlation analyses, Spearman's rank correlation test was used. A stastistically significance of differences was considered when *P* < 0.05.

**References**

1. An Y, Xu W, Li H, Lei H, Zhang L, Hao F, Duan Y, Yan X, Zhao Y, Wu J, Wang Y, Tang H. 2013. High-fat diet induces dynamic metabolic alterations in multiple biological matrices of rats. J Proteome Res 12:3755-68.

How the deposited data were processed for this re-analysis (not part of the article)

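Of the 126 samples of the series, 52 were used: 6 intestines for RNA-seq, 40 gut communities of the FMT experiment and 6 cultures with or without recombinant OPN. For RNA-seq the authors aligned the reads with HISAT2 and deposited a read count and an FPKM for each gene and mouse, together with their own log2 fold change, p-value and call from DESeq2. The version of the aligner, the counting tool and the genome build are not given in the sources used here. For the FMT and in vitro experiments the authors grouped 16S amplicons into OTUs with QIIME and Uparse and deposited each OTU as a fraction of a sample's sequences. The fractions of every sample used sum to 100%. The number of sequences behind them is not given in the sources used here, and no interval for counting error was worked out. Another 302 per-sample columns in 9 tables, of the shotgun metagenome, the antibody experiment and the cross-fostering experiment, were not analysed here, because their column codes could not be paired with the sample labels.

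Samples were grouped by the labels and the paper. The WT donors are labelled as on a normal diet and called HFD mice in the paper, and the source of the cultured bacteria is OPN-KO mice in the labels and results and WT mice in the methods. The RNA-seq table has 52642 lines, of which 6 without an identifier were left out. The 15721 genes with enough counts for the filter of edgeR 4.0.16 were compared with its quasi-likelihood test after TMM normalization in R 4.3.3, at an adjusted p under 0.05. That test gives no standard error. Those printed with its results are the size of the log2 fold change divided by the square root of the F statistic. A prior count of 2 was used for the log2 CPM behind camera and the list means. Alternatives were DESeq2 1.42.0, upper-quartile factors, no filter on low counts, the replicate number as a block, each mouse left out in turn, limma 3.58.1 with a trend on log2 FPKM with a pseudocount of 1 or 0.1, and a threshold of at least 2-fold. Genes were called expressed at a mean FPKM over 1. A principal component analysis used log2(FPKM + 1), with the 500 most variable genes and a pseudocount of 0.1 as alternatives. In simulated data 100 genes were changed by a log2 fold change of size 1 and another 100 by one of size 2. There edgeR recovered 50% and 98% of them, with 11 false calls among 15460 genes, and DESeq2 recovered 56% and 96% with 20 false calls. No simulated mouse deviated from its group as HFD-WT replicate 1 does, so these shares need not hold for the real data.

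In all, 39 gene lists with 938 symbols, of which 934 were found, and 14 lists of taxa were written before the data were examined, as were the comparisons and their alternatives. Each gene list was compared with all other genes by camera with a preset correlation of 0.01 and, as an alternative, with an estimated correlation, adjusted over the lists. Annotation terms were tested with a one-sided Fisher's exact test on the Gene Ontology identifiers in the deposited table, against the tested genes that carry an annotation. KEGG terms were not tested as such, since that table carries Gene Ontology terms, and the lists stand in for them. Genes named in the text are those the paper names, the 12 with the largest positive and the 12 with the largest negative log2 fold change among called genes whose groups do not overlap, whose mean is at least 1 FPKM in the higher group and which are not predicted gene models, pseudogenes or immunoglobulin or T cell receptor segments, and up to 4 members of each list with the smallest adjusted p. For the microbiota they are the taxa the paper names for a panel, the 5 most abundant named phyla and the 10 genera with the smallest p in each scan. Others are marked where they appear, and some genes that the rule selects are not reported here.

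The FMT table holds 1364 OTUs and the in vitro table 1145. OTUs, or sums by genus, family and phylum, were compared in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Groups were compared by a permutation test on Bray-Curtis distances with all regroupings enumerated, single taxa by the two-sided exact rank-sum test, and distances of the same mouse to a pair of groups by an exact sign-flip test. The lowest Bray-Curtis distance between any 2 samples was 0.197 in the FMT table and 0.110 in the in vitro table, so no sample was present in duplicate. Scans over genera with a mean of at least 0.01%, tests of single taxa beyond those the paper names, comparisons of further pairs of groups, the principal components of the OTUs, distances to the mice's own donors and the test of the donor effect between recipients were added after the tables had been looked at. Tested on simulated data with 5 mice against 5, the scan recovered 0% of 20 changed genera at a 4-fold change and 96.8% at a 16-fold change. Every simulated genus had the same spread, which was set and not estimated from the mice, so these shares need not hold for the real data. With a smallest p of 0.00794 and 82 genera, many genera must separate fully before any passes the adjustment. Equal replicate numbers were not treated as pairs, because the correlation between profiles of the same number did not exceed 0.1 in every pair. For RNA-seq each mouse resembled most the mouse of the other genotype with its own number, with correlations of 0.208, 0.073 and 0.237, and the replicate number as a block was run as an alternative. Of 41 planned results 14 were run.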

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

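The tests of the tissue lists, of the Lactobacillus effect by recipient and of the splits of mice and cultures over genera were chosen after the result was seen. A check for a mouse far from the others covered 5 groups of 5 or 8 mice for each of 5 taxa, 25 checks on the same mice, and chance alone marks about 1 in 20 groups.

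Clock genes stood out among genes the paper does not discuss: 6 of the clock list rose in the HFD-WT mice. Collection at another time of day would lower genes that peak in the opposite phase, and the median log2 fold change of Arntl, Clock, Npas2, Cry1 and Nfil3 was -0.608 (quartiles -0.700 to -0.408). This is in line with a difference in the hour at which the groups were killed, a technical explanation that stays open. A shift of the clock by OPN itself would give the same values and was not tested, since the hour of collection is not given in the sources used here.

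T and NK cell genes were lower in the HFD-WT mice, 14 of them past the test, together with smooth muscle genes, while enterocyte and lipid genes were higher as groups. With an estimated correlation none of these lists passed camera (adjusted p = 0.491 for T and NK cells and enterocytes, 0.522 for smooth muscle, 0.564 for lipid absorption and 0.546 for fatty acid oxidation). For the rise of enterocyte genes, a larger share of epithelium in the HFD-WT pieces is argued against. The 13 genes taken as shared by epithelial cells had a median log2 fold change of -0.0426 (quartiles -0.0829 to 0.122). This lies under the median of 0.38 of the enterocyte list. For the fall of lymphocyte and smooth muscle genes a larger share of epithelium stays open. After TMM normalization the genes of a tissue's main part can stay near 0 while those of minor parts fall, so the 13 genes cannot decide it. Less lymphoid tissue in the pieces stays open for the lymphocyte genes, with a median of -1.21 for the B and plasma cell list. The list of macrophages and dendritic cells, of which Spp1 is a member, had a positive median of 0.362 (quartiles 0.0858 to 0.478). It did not pass camera (adjusted p = 0.258), and the mice of the 2 genotypes overlapped. Its mean was 0.486, -0.0874 and -0.156 in the HFD-WT mice and 0.245, -0.375 and -0.113 in the HFD-KO mice, so this list decides nothing here. Pieces from another stretch of the intestine cannot be told apart from these, since the medians of the proximal and ileum lists differed by 0.0806 while single HFD-WT mice went opposite ways (proximal -0.674 and ileum 0.69 in replicate 1, proximal 0.753 and ileum -0.252 in replicate 2), and fewer lymphocytes through OPN itself was not tested.

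The effect of the donor on Lactobacillus differed between recipients. On the log10 scale the KO donors' microbiota gave -1.163 against the WT donors' in WT recipients and 0.754 in KO recipients, a difference of -1.917 (exact permutation test within recipients, p = 0.000126, over 63504 regroupings). Crowding of the percentages by taxa other than these 2 is argued against, as the difference was -2.267 for the ratio of Lactobacillus to Lachnospiraceae. Lachnospiraceae themselves stood at 20.51% in the WT-to-WT, 28.15% in the KO-to-WT, 48.58% in the WT-to-KO and 24.77% in the KO-to-KO mice. A change in Lachnospiraceae would move the ratio too, so crowding by them is not settled. An exchange of single mice between the WT-to-WT and another recipient group is argued against, since 0 WT-to-WT mice lay within the range of the other recipients. An exchange of whole groups, an effect of a donor or cage shared within a group and a biological effect of the recipient's genotype stay open. The permutation test takes the mice of a group as independent, while the paper's methods have recipients of a group share cohoused donors. The paper reports that body weight and serum lipids followed the donor.

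The WT-to-WT mice carried more Lactobacillus than any of their donors, with a mean of 19.26% against a highest donor of 2.072%, and more Lactococcus, with a mean of 31.36% against a highest donor of 1.36%. Every mouse of the other recipient groups also carried more Lactococcus than any of its donors, from 1.41% in the WT-to-KO mice, and from 5.80% in the KO-to-KO and 5.02% in the KO-to-WT mice against a highest KO donor of 1.97%. In the check for distant mice, Lactobacillus was far from its group in KO-to-WT replicate 1, at 6.598%, and in 1 WT donor, at 2.072%. Bacteroidetes were far from their group in WT-to-KO replicate 2, at 3.421%, and in 1 WT donor, at 26.45%. Actinobacteria were far from their group in KO-to-WT replicate 2, at 1.314%, and in 1 WT donor, at 3.48%.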

How the results depend on the processing

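For RNA-seq the count of higher genes moved from 39 to 324 with DESeq2, 380 without the low-count filter and 308 with DESeq2 without that filter, and the count of lower genes from 96 to 499, 640 and 481. The last setting was chosen after seeing the data. Leaving out each mouse gave 7 to 342 higher and 9 to 407 lower genes, and the cause was not tested. The replicate block gave 39 and 94, and 95 of the 135 genes kept their call. Of the gene lists, 15 passed camera with the preset correlation, 0 with an estimated correlation and 17 with the replicate block. No result reversed among the counts, the lists, the microbiota results and the called genes named in the text for which alternatives were run. Genes that did not pass changed sign without single mice: Cdh1 to 0.0077 without HFD-KO replicate 2, Itgav to 0.0457, 0.106 and 0.0603 without HFD-WT replicate 2, HFD-WT replicate 3 and HFD-KO replicate 1, Mmp2 to 0.103, 0.029 and 0.0415 without the same mice, Hes1 to 0.0465 without HFD-WT replicate 1, Tgfb1 to 0.0251 without HFD-KO replicate 1 and Acaca to 0.0367 without HFD-KO replicate 2. Their lowest values without a mouse were -0.2224 for Cdh1, -0.2798 for Itgav, -0.2464 for Mmp2, -0.331 for Hes1, -0.6274 for Tgfb1 and -0.1675 for Acaca. Lactobacillus in the KO-to-KO against the WT-to-KO mice, 1.527 with a rank-sum p = 0.0556, passed as a difference of means (1.527, exact permutation p = 0.0317), as a difference of mean log10 values (0.754, exact permutation p = 0.0317) and with OTUs under 0.01% left out (1.531, exact p = 0.0317), and ranged from 1.161 to 1.89 without each mouse in turn. Of its 14 alternatives 4 passed, the settings above and that without KO-to-KO replicate 3, and 10 did not. The cause was not tested. With the replicate number as a pair the KO-to-KO against WT-to-KO difference was 1.527 (exact sign-flip p = 0.0625), and the in vitro difference was -2.51 (exact sign-flip p = 0.25). The FMT composition kept its side of the threshold in every alternative run (0.493 to 0.741 against the WT-to-WT mice and 0.248 to 0.303 against the KO donors without each mouse in turn). The FMT distance (-0.178 to -0.0714) and Lactobacillus in vitro (-4.461 to -1.007) kept their direction, and with 5 mice, 3 cultures or 3 mice against 3 the tests of these, of the in vitro composition and of the transcriptomes' separation cannot pass the threshold, so they say nothing on stability. The counts of expressed genes stayed within 1.5 times. Lipid catabolic process passed with DESeq2's calls and the authors' and not with edgeR's. The depth of the fractions is not stated, which limits the rare taxa. The results planned for the metagenome of Fig. 3, the antibody and the cross-fostering experiments, and the KEGG terms, were not run.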

Differences from the paper's values

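The paper counts 293 genes upregulated in the HFD-WT mice and edgeR called 39, and the paper counts 471 downregulated and edgeR called 96. The paper's statistics section takes a P value under 0.05 as significant for the whole paper, and its text does not say for these genes whether it is adjusted or whether a fold change was required. The authors' table holds 764 genes with an adjusted p under 0.05, the sum of the paper's counts. Of the alternatives set before the data were examined, DESeq2 (324 and 499), no low-count filter (380 and 640) and leaving out HFD-WT replicate 1 (342 and 407) came within 1.5 times the paper's counts. Upper-quartile factors, the replicate block, leaving out HFD-WT replicate 2 or 3 or any HFD-KO replicate, both fits of log2 FPKM and the 2-fold threshold did not. DESeq2 without the low-count filter gave 308 and 481, a setting chosen after seeing the values, which shares 291 and 468 of the paper's calls and drops 2 and 3. All 39 and 96 genes that edgeR called are among the paper's.

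The second principal component of the FMT communities held 16.86% of the variance, against about 11% in Fig. 4B, read by eye. Scaling the OTUs to the same spread gave 13.32%, a setting chosen after seeing the values, while it took the first component from 50.54% to 21.38%, against about 34% in Fig. 4B, read by eye. It drops none of the paper's called items, since the measure calls none.

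The paper states that most genes upregulated in the HFD-WT mice belong to lipid biosynthesis, lipid catabolism or fatty acid metabolism. Of the 293 genes that the authors' table calls higher, 43 (14.7%) carry any of these annotation terms. The paper gives lipid catabolism among the enriched processes. With edgeR's calls that term had an adjusted p = 0.419 (Fisher's exact test), and it passed with DESeq2's calls (adjusted p = 1.55e-06) and, chosen after seeing the values, with the authors' own calls (adjusted p = 4.23e-06). The paper names retinol, linoleic acid and arachidonic acid metabolism, insulin resistance and PPAR signaling. The retinol and PPAR lists passed camera, while arachidonic and linoleic acid metabolism (adjusted p = 0.0770) and insulin signalling and resistance (adjusted p = 0.0729) did not. With an estimated correlation the retinol and PPAR lists did not pass either (adjusted p = 0.491 each). With the replicate block, arachidonic and linoleic acid metabolism passed (adjusted p = 0.0157) and the insulin list did not (adjusted p = 0.0943). The paper marks Lactobacillus as higher in the KO-to-KO than in the WT-to-KO mice in Fig. 4C, and the exact rank-sum test gave p = 0.0556, with the direction the same. It passed as a difference of means and of mean log10 values, with OTUs under 0.01% left out (exact permutation or rank-sum p = 0.0317 each) and without KO-to-KO replicate 3 (exact p = 0.0159). In the other 10 of 14 alternatives it did not pass. The paper marks Lactobacillus, Acinetobacter and Alloprevotella as changed by recombinant OPN in Fig. 5B, and the exact rank-sum p was 0.4, 0.1 and 0.1, with the same directions. The paper states that recombinant OPN shifted the community of the cultures, and here it accounted for 18.6% of the variance (exact permutation p = 0.5, with 0.1 the smallest p possible). The paper places the KO-to-WT communities with the KO donors in Fig. 4B. Here 4 of 5 mice were nearer to the donors, and the groups differed (exact permutation p = 0.000162). In Fig. 4C, read by eye, the highest KO donor stands at about 16% of sequences and about 10 donors are drawn, while the table has 12 with the highest at 21.9%.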

Other observations

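The genus scans and the comparisons with own donors were chosen after the result was seen, while the splits of the RNA-seq samples were set before it. Genes of tuft cells, the chemosensory cells of the epithelium, and of pancreatic acinar tissue were higher as groups in the HFD-WT mice, with medians of 0.51 over 11 genes and 0.86 over 9 genes (camera, adjusted p = 0.00283 and 0.0153; adjusted p = 0.571 and 0.546 with an estimated correlation). The tuft list stood at 0.736 in HFD-WT replicate 1 and at -0.0574 and -0.0547 in HFD-WT replicates 2 and 3, under HFD-KO replicate 1 at 0.00144, and the acinar list in HFD-WT replicate 1, -0.356, lay under HFD-KO replicates 2 and 3, at -0.29 and -0.0391. With edgeR 0 genes of either list passed, while 1 and 3 were higher and 0 and 1 lower at an unadjusted p under 0.05, 0 and 1 were higher with DESeq2, and 0 and 1 were higher when adjusted over the list alone. Of 30 antimicrobial genes Reg3g fell (2 higher and 5 lower when adjusted over the list alone), of 32 Notch genes Dtx1 fell (1 higher and 1 lower), and of 14 stromal genes Thy1 fell. As groups these did not pass camera (adjusted p = 0.0659, 0.258 and 0.0874). Dtx1 and Thy1 lost their calls in 7 and 6 of 12 alternatives.

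The adhesion and Notch genes that the paper names, with Mmp2 and Tgfb1, did not pass edgeR. Log2 fold changes were -0.08 for Cdh1, -0.06 for Itgb1, -0.03 for Itgav, -1.12 for Itga4 and -0.27 for Notch1. They were -0.15 for Hes1, -0.34 for Cd44, -0.03 for Mmp2 and -0.37 for Tgfb1. Of these, Cdh1, Itgav, Hes1, Mmp2 and Tgfb1 changed sign when single mice were left out. The paper reports more E-cadherin and integrin β mRNA in OPN-deficient than in WT mice on the HFD. Cdh1 and Itgb1 had that direction here and did not pass. For Notch the paper measured cleaved Notch1 and Hes1 protein in cultured cells given recombinant OPN, not RNA of the intestine. Itga4 was lower with DESeq2 (adjusted p = 0.0243) and without the low-count filter (adjusted p = 0.0104). The kinase genes Prkaa1 and Prkaa2 stood at 0.17 and 0.73, and Prkaa2 was higher with DESeq2 (adjusted p = 0.0115) and without the filter (adjusted p = 0.0454). The remaining lists did not pass camera: adhesion (adjusted p = 0.703), proximal small intestine (0.224), ileum (0.0874), colon (0.579), goblet (0.195), Paneth (0.103, and 0.0455 with the replicate block), enteroendocrine (0.169) and stem cells (0.263), enteric nerve and glia (0.497), macrophages and dendritic cells (0.258), mast cells and granulocytes (0.189), endothelium (0.379), adipocytes (0.169), liver (0.258), spleen and erythroid (0.0729), RNA quality and stress (0.625) and sex-linked genes (0.767).

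Of the lists of taxa, adjusted over each list alone, the KO-to-KO mice were also higher than the WT-to-KO mice in 2 of 2 genera of Helicobacter and Mucispirillum and in 2 of 7 genera of the paper's foster experiment, and the lists not named for these mice had 0. In the KO-to-WT against the WT-to-WT mice 5 of 10 butyrate producers, 5 of 9 Bacteroidales and 2 of 2 of Helicobacter and Mucispirillum were higher, other Lachnospiraceae had 3 higher and 2 lower, Erysipelotrichia 2 higher and 2 lower, the foster genera 1 higher and 5 lower, the species of Dorea and Lactobacillus 1 higher and 1 lower, reagent or water bacteria 2 lower, and lactic acid bacteria and gut Actinobacteria 1 lower each. Enterobacteriaceae, sulfate reducers and Verrucomicrobia had 0 there, and the 7-alpha-dehydroxylating species were not found in any comparison. Between the donors other Lachnospiraceae had 1 higher and 2 lower, and Bacteroidales, Verrucomicrobia and the named species 1 lower each. In vitro every list had 0 in exact rank-sum tests, also at an unadjusted p under 0.05. These zeros were fixed in advance, since the smallest p that 3 cultures against 3 allow is 0.1, and they say nothing on the lists.

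Further pairs of groups differed in composition, with 56.1% of the variance between the WT-to-WT and WT-to-KO mice, which share donors (exact permutation test, p = 0.00794), 28.1% between the WT-to-KO and KO-to-WT mice (p = 0.0238), 62.5% between the WT-to-WT and KO-to-KO mice (p = 0.00794), 35.8% between the WT-to-KO and KO-to-KO mice (p = 0.00794) and 18.1% between the donors (p = 0.000214), against 18.7% between the KO-to-WT and KO-to-KO mice (p = 0.0794). Nearer to their own donors than to the others were 2 of 5 WT-to-WT, 2 of 5 WT-to-KO, 4 of 5 KO-to-WT and 4 of 5 KO-to-KO mice (exact sign-flip p from 0.1875 to 0.9375).

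For the 135 genes called by edgeR, 1 of 10 splits of the 6 mice gave as many, the real one, and the highest other gave 0, and 10 splits are too few for a share under 0.05. If mice of a group are independent, chance can be excluded for the genera that differed between the KO-to-KO and WT-to-KO mice (1 of 100 splits as large, 23 against a highest other of 0). The same holds between the KO-to-WT and WT-to-WT mice (1 of 100, 44 against 0). Between the donors 1 of 100 splits was as large (2 against 1, a margin of 1 genus), and no conclusion is drawn. No KO donor had Lactobacillus between 0.856% and 3.67% or Lactococcus between 0.127% and 0.704%, so their independence is uncertain. The paper's methods give feces of the same and cohousing donors, so that recipients of a group may share donor and cage, and the splits take them as independent. For the cultures 10 of 10 splits gave as many, 0 in the real one and 0 as the highest other, and the splits are too few for a share under 0.05.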
